# Identification and characterization of miRNAs involved in cold acclimation of zebrafish ZF4 cells

**DOI:** 10.1371/journal.pone.0226905

**Published:** 2020-01-10

**Authors:** Xiangqin Ji, Penglei Jiang, Juntao Luo, Mengjia Li, Yajing Bai, Junfang Zhang, Bingshe Han

## Abstract

MicroRNAs (miRNAs) play vital roles in various biological processes under multiple stress conditions by leading to mRNA cleavage or translational repression. However, the detailed roles of miRNAs in cold acclimation in fish are still unclear. In the present study, high-throughput sequencing was performed to identify miRNAs from 6 small RNA libraries from the zebrafish embryonic fibroblast ZF4 cells under control (28°C, 30 days) and cold-acclimation (18°C, 30 days) conditions. A total of 414 miRNAs, 349 known and 65 novel, were identified. Among those miRNAs, 24 (19 known and 5 novel) were up-regulated, and 23 (9 known and 14 novel) were down-regulated in cold acclimated cells. The Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) enrichment analyses indicated that the target genes of known differentially expressed miRNAs (DE-miRNA) are involved in cold acclimation by regulation of phosphorylation, cell junction, intracellular signal transduction, ECM-receptor interaction and so on. Moreover, both miR-100-3p inhibitor and miR-16b mimics could protect ZF4 cells under cold stress, indicating the involvement of miRNA in cold acclimation. Further study showed that miR-100-3p and miR-16b could regulate inversely the expression of their target gene (*atad5a*, *cyp2ae1*, *lamp1*, *rilp*, *atxn7*, *tnika*, *btbd9*), and that overexpression of miR-100-3p disturbed the early embryonic development of zebrafish. In summary, the present data show that miRNAs are closely involved in cold acclimation in zebrafish ZF4 cells and provide information for further understanding of the roles of miRNAs in cold acclimation in fish.

## Introduction

MicroRNAs (miRNAs) are a class of endogenous non-coding RNAs in plants and animals, approximately 22 nucleotides in length, which play key roles in regulating gene expression by leading to cleavage or translational repression of their target mRNA [1, 2]. Usually a single miRNA may target up to hundreds of protein-coding genes, and it is estimated that 74% to 92% of all protein-coding genes are conserved miRNA targets [3–5]. Many miRNAs are evolutionarily conserved and involved in growth, development, apoptosis, proliferation, and tumorigenesis of organisms [1, 6].

Temperature is a major factor that affects the life of fish, which are especially sensitive to temperature conditions during early development, and influences multiple biological processes of aquatic organisms including behavior, development, sex determination and so on [7, 8]. Increasing reports have shown that specific protein-coding genes are differentially expressed under cold stress [9, 10], and miRNAs play crucial roles in this process [11–13]. A number of studies have demonstrated that miRNAs have significant roles in response to cold stress in numerous species, such as arabidopsis [14], wheat [15], rat [16], *Litopenaeus vannamei* [17], and zebrafish [18]. However, most studies focus on plants and mammals under acute cold stress, the regulatory mechanisms of miRNA in long-term cold acclimation in fish are still obscure.

Zebrafish (*Danio rerio*), a fresh water tropical cyprinid fish with short breed cycle and big spawn amount, is one of the most important vertebrate models in genetics, development, and biomedicine [19, 20]. Zebrafish is also a good model to study cold acclimation with a wide temperature range of approximately 16–40°C [8]. Our previous research showed that DNA methylation and long non-coding RNAs (lncRNAs) are involved cold acclimation of zebrafish ZF4 cells when experimentally acclimated at 18°C for 30 days [21, 22].

In this study, we investigated the roles of miRNAs in cold acclimation of ZF4 cells for a better understanding of the epigenetic mechanisms involved in cold acclimation in fish. We identified and characterized the miRNAs responding to cold acclimation and predicted the functions of those miRNAs. And we showed that dre-miR-16b and dre-mir-100-3p contribute to cold acclimation by regulation of cell survival under cold stress. Our data will contribute to a full understanding of the mechanisms of miRNA in fish under cold pressure.

## Materials and methods

### Cell culture and treatment

ZF4 cell line was from the American Type Culture Collection (ATCC, CRL 2050). Cells were cultured in Dulbecco's modified Eagle's medium/F12 nutrient mix (SH30023.01B, Hyclone, Thermo Scientific) supplemented with 10% fetal bovine serum (10099141, Gibco, Life technologies), 1% penicillin-streptomycin-glutamine solution (SV30082.01, Hyclone, Thermo Scientific) at 28°C, 5% CO_2_. For cold acclimation, ZF4 cells were seeded at 50% confluence and the next day transferred to an incubator at 18°C, 5% CO_2_, in the same medium for 30 days. For recovery treatment, cold acclimated ZF4 cells were transferred to an incubator at 28°C, 5% CO_2_ for up to 10 days.

### Small RNA library construction and sequencing

Total RNA was extracted using miRNeasy Mini Kit (217004, Qiagen), and purified by RNAClean XP Kit (A63987, Beckman Coulter) and RNase-Free DNase Set (79254, Qiagen) according to the manufacturer’s instructions. The quality and integrity of RNAs were examined using an Agilent 2100 Bioanalyzer (Agilent technologies, Santa Clara, US). Libraries were constructed using TruSeq Small RNA Sample Prep Kit (RS-200-0012/ RS-200-0024, Illumina). Libraries were pooled and sequenced using the Illumina HiSeq machine as 50-bp single-end sequencing reads. Libraries were constructed from 3 control and 3 cold acclimation samples.

### Identification of known and novel miRNAs

Clean reads were obtained from raw sequences after removing all low-quality reads (N% > 5%, or with ploy A), contaminants, reads smaller than 17 nt or longer than 35 nt, and trimming the adapters. The clean reads were used to calculate length distribution and base preference. Moreover, clean reads mapped to the zebrafish non-coding RNA sequences (danRer10, ftp://ftp.ensembl.org/pub/release-91/fasta/danio_rerio/ncrna/danio_rerio/ncrna/) using bowtie 2.3.0 [23] were annotated as microRNA (miRNAs), transfer RNA (tRNAs), ribosomal RNA (rRNAs), small nuclear RNA (snRNA) or other small RNAs. To identify the miRNAs associated with cold acclimation, clean reads were aligned to the known zebrafish miRNA database miRBase22 (http://www.mirbase.org/) using bowtie 2.3.0. Novel miRNAs and their precursor structures were predicted by miRCat [24]. According to the folding model, sequences locate in the stem-loop structure with mean counts greater than 20 and expression in all samples, were defined as candidate novel miRNAs.

### Identification of differentially expressed miRNAs (DE-miRNAs)

The Deseq R package [25] was used to analyze DE-miRNAs during cold acclimation. DE-miRNAs were defined as the ones with fold change (FC) >2.5 and adjusted p-value < 0.01 and a mean expression level greater than 20.

### Target prediction and functional annotation of miRNAs

Target genes of miRNAs were predicted using the miRanda software [26]. The miRanda Score ≥ 150 and Energy ≤ -24 kcal/mol were used to select unigene targets. We used Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 web tool (https://david.ncifcrf.gov/) to perform GO and KEGG enrichment analyses with a significance of P < 0.05 [27, 28].

### Quantification of miRNA and mRNA by qRT-PCR

For miRNA assay, small RNA was extracted using SanPrep Column microRNA Extraction Kit (B518811, Sangon Biotech, China), and reverse transcription (RT) was performed using 200 ng of RNA with miRNA First Strand cDNA Synthesis (Tailing Reaction) (B532451, Sangon Biotech, China). The forward primers for miRNAs were designed and synthesized by Sangon Biotech (Shanghai, China), and the reverse primers are the universal set provided by Sangon Biotech. U6 was used as the internal control. For mRNA assay, total RNA was extracted using TRlzol reagent (15596–026, Life Technologies), and reverse transcription was performed using 1 μg of total RNA with PrimeScript^™^RT reagent Kit with gDNA Eraser (RR047A, TaKaRa), according to the manufacturer’s instructions. β-actin was used as the internal control. Thereafter, qRT-PCR was performed using a total reaction volume of 10 μL, which contained 1 μL of diluted cDNA, 10 μM primer mix, 5 μL of 2× SYBR Green Mix, and 3 μL of ddH_2_O. The reactions were carried out on a CFX96 Real Time PCR System (Bio-Rad, USA) with the following amplification conditions: 5 min at 95°C, followed by 40 cycles at 95°C for 10 s and 58°C for 20 s, and a melt curve generated from 65°C to 95°C. Relative changes were analyzed using the 2^-ΔΔCT^ relative quantification method [29]. Statistical analysis was performed using GraphPad Prism 5 software. The Student’s T test was used for measurements of gene expression of samples from control group and cold acclimation group, and 3 experimental replicates were prepared for each condition. Primers for qRT-PCR analysis are shown in S1 Table.

### miRNA transfection and cell viability assay

About 3×10^5^ ZF4 cells were seeded into each well of a 6‐well plate. The next day, dre-miR-100-3p mimic (100 pmol), dre-miR-16b mimic (100 pmol), dre-miR-100-3p inhibitor (300 pmol), dre-miR-16b inhibitor (300 pmol), mimics control (100 pmol) or inhibitor control (300 pmol) (GenePharma, China) was introduced into ZF4 cells respectively using Attractene Transfection Reagent (301005, Qiagen) according to the manufacturer’s instructions. The sequences of above mimics and inhibitors are shown in S1 Table. One day later, ZF4 cells were moved into an incubator at 10°C, 5% CO_2_ for cold treatment. After 36 hours, cells were prepared into a cell suspension and stained with 0.4% Trypan Blue solution (w/v) for 5 min, then counted with a hemocytometer.

### Fish husbandry and microinjection

The experimental protocol was approved by the Animal Ethics committee of Shanghai Ocean University and abides by the Guidelines on Ethical Treatment of Experimental Animals established by the Ministry of Science and Technology, China. Zebrafish were maintained and staged according to standard methods. The wild-type (AB) zebrafish was used for all experiments. Breeding fish were maintained at 28°C in a circulating water system on a 14-h light/10-h dark cycle. The developing embryos were kept in an incubator at constant temperatures. dre-miR-100-3p mimics (5uM), dre-miR-100-3p inhibitor (20uM), mimics control (5uM), or inhibitor control (20uM) (GenePharma, China) was injected into embryos at one-cell stage (1 nL per embryo) [30].

## Results

### High-throughput sequencing of sRNAs

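ZF4 is a fibroblast cell line derived from zebrafish embryos, normally grown at 28°C. Small RNA libraries were made from 3 control samples at 28°C and from 3 samples kept at 18°C for 30 days, which the series labels describe as biological replicates. The libraries were sequenced as 50-bp single-end reads. The authors removed low-quality reads and reads under 17 or over 35 nt, aligned the remaining clean reads to the mature miRNAs of miRBase 22 with bowtie 2.3.0, and predicted further miRNAs with miRCat from reads that aligned to no annotated non-coding RNA. The deposited table gives each of 349 known and 65 predicted miRNAs in each library in TPM, which is here the reads of a miRNA per 1000000 reads assigned to the miRNAs of the table, with no length term. Each library therefore sums to 1000000. Within a library the values are whole multiples of the value of 1 read, which lay between 0.0668 and 0.0851 TPM. The totals that this gives were 14960610, 13710892 and 14498780 miRNA reads for control replicates 1, 2 and 3, and 12075864, 11748241 and 13966282 miRNA reads for cold acclimation replicates 1, 2 and 3. From these values, log2(TPM + 1) was compared between the conditions with limma for the 310 miRNAs with a mean above 1.5 TPM, which is about 20 reads. A miRNA is said to rise or fall where its p-value, adjusted with the Benjamini-Hochberg method over these miRNAs, was under 0.01, and is called a DE-miRNA where its fold change was also above 2.5. A fold change on this scale understates the change of a miRNA with few reads. How reads that match several miRNAs were counted is not given in the sources used here, so near-identical members of a family may share reads.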

Zebrafish ZF4 cells were maintained at 18°C for 30 days for cold acclimation [22], then 3 RNA samples from control group (con 1,2,3) and 3 RNA samples from cold acclimation group (cold 1,2,3) were subjected to sequencing. An overview of the workflow to process raw data and predict miRNAs and their targets is shown in Fig 1. The numbers of clean reads are 15,433,630 (con 1), 15,138,670 (con 2), 16,554,364 (con 3), 17,537,374 (cold 1), 16,141,740 (cold 2), and 17,067,851 (cold 3) respectively. 

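Set against these clean reads, the totals of miRNA reads behind the TPM values were lower in the cold acclimation libraries. They came to 91.7% ± 4.78 of the clean reads in control cells and 74.5% ± 6.65 in cold acclimated cells (SD, n = 3 each). Every control library lay above every cold acclimation library, from 87.6% to 96.9% against 68.9% to 81.8%, and the exact two-sided permutation test gave p = 0.1, the smallest p that 3 against 3 libraries allow. Since the counting of reads that match several miRNAs is not given, a read may be counted more than once, and these totals may not be a share of the clean reads. The control mean exceeds the share of control reads that the paper maps to all ncRNA, given below. The paper's ncRNA shares also differ far less between the conditions than these totals. Whether the share of miRNA reads fell is therefore not settled. TPM divides by the miRNA reads of a library alone, so this difference is not in the TPM values. When the clean reads were taken as library sizes instead, the median log2 fold change of the tested miRNAs shifted by -0.247.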

Reads without sRNA sequences, ranging from 18 to 35 nt in length, were filtered using cutadapt (Fig 2A). The majority of the RNA sequences range from 21 to 24 nt in length, conforming to the characteristic length distribution pattern of miRNA libraries (Fig 2A). In terms of the 5′ nt, the majority of the miRNA start with U, which is the characteristic base distribution pattern of miRNA libraries (Fig 2B) [31]. To classify the sequenced reads and identify miRNA sequences in the 6 libraries, reads were mapped to the ncRNA database (Fig 2C). As a result, 88.60% and 86.69% sRNA reads were perfectly mapped to the zebrafish ncRNA database from control and cold acclimation libraries, respectively.

**Fig 1:**
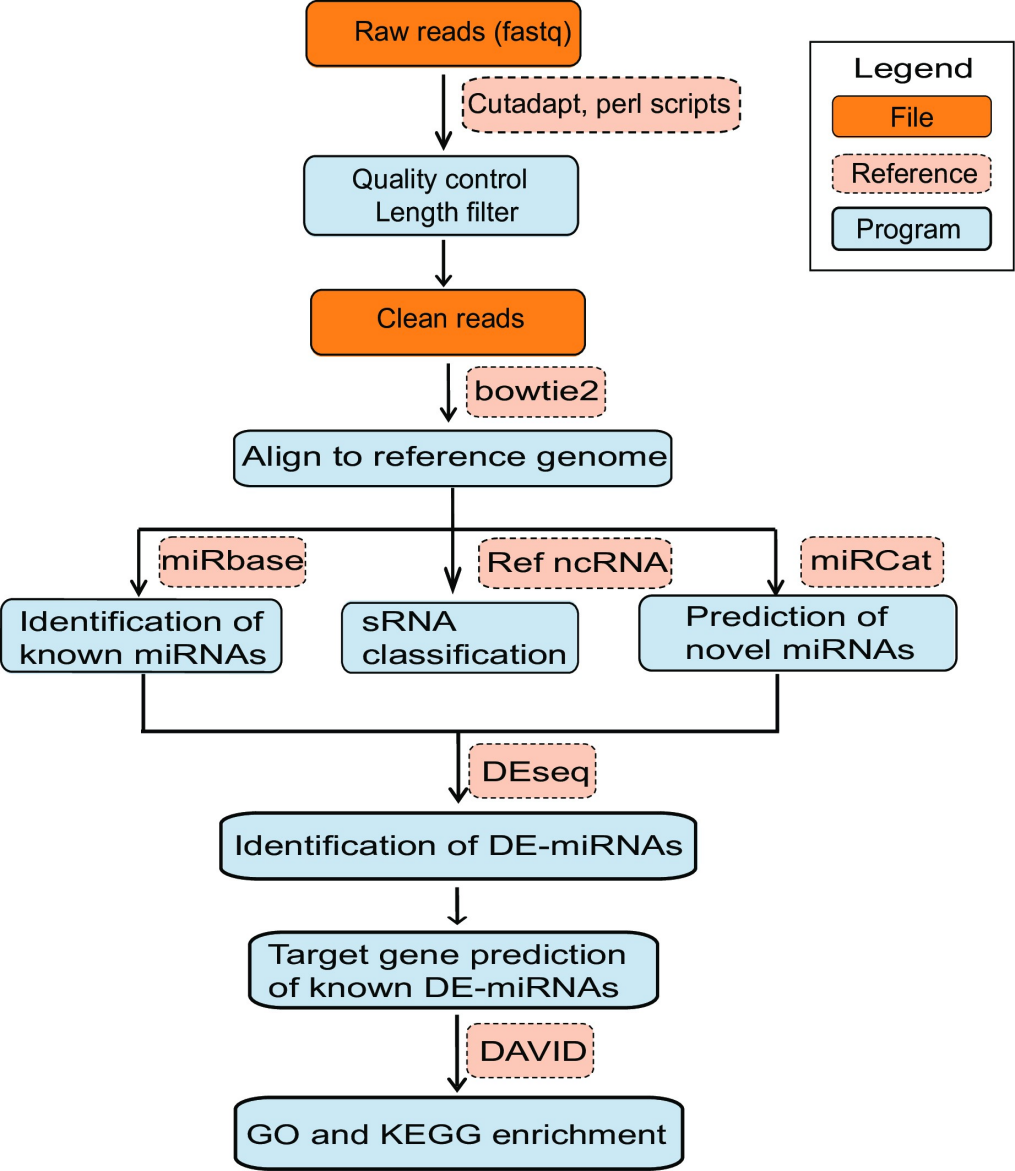
Pipeline workflow of small RNA search and target prediction. miRBase: microRNAs database, Ref ncRNA: reference non-coding RNA sequences, miRNAs: microRNAs, sRNAs: small RNAs, DE-miRNAs: differentially expressed miRNAs, DAVID: Database for Annotation, Visualization and Integrated Discovery, GO: Gene Ontology, KEGG: Kyoto Encyclopaedia of Genes and Genomes.

**Fig 2:**
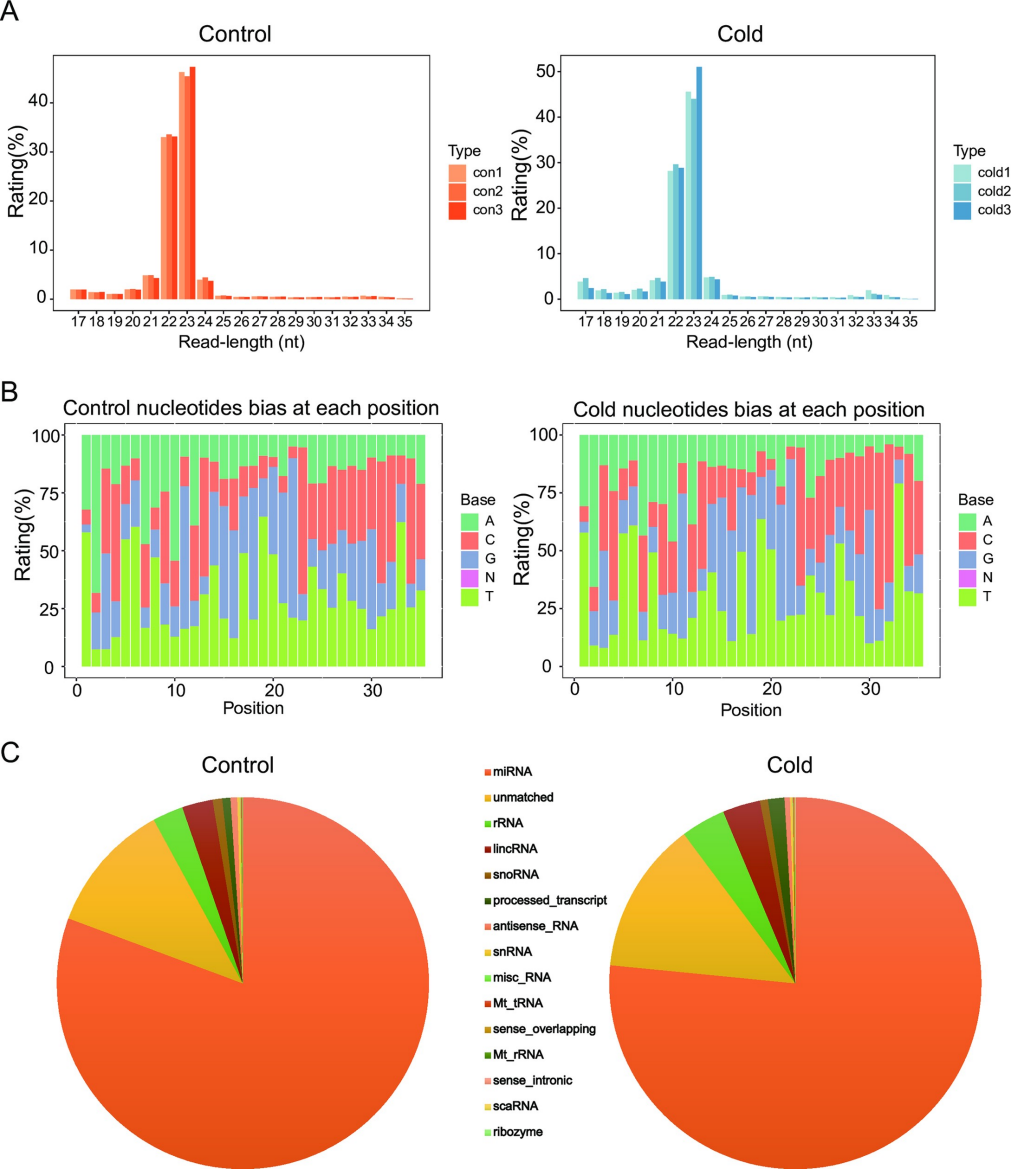
Statistics and classification of small RNAs. Read length distribution of small RNA libraries (A) and nucleotides bias at each position of miRNA (B) for control or cold acclimation condition. (C) An overview of the frequency of different RNA species present in libraries from each group. miRNA: microRNA, unmatched: unmatched reads, rRNA: ribosomal RNA, lincRNA: long intergenic non-coding RNA, snoRNA: small nucleolar RNA, snRNA: small nuclear RNA, misc_RNA: miscellaneous RNA, Mt_tRNA: mitochondrial transfer RNA, Mt_rRNA: mitochondrial ribosomal RNA, scaRNA: small cajal body-specific RNA.

### Identification of known and novel miRNAs

The clean reads were aligned with known miRNAs in miRBase, and totally 349 known miRNAs were obtained (S2 Table). 

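Most of the 349 known miRNAs were expressed at both temperatures: 331 had at least 1 read in a library of each condition. The few others had very few reads. In control cells alone, 8 known miRNAs were detected, with at most 3 reads in any library, and in cold acclimated cells alone, 10 were detected, with at most 6 reads in any library. The 3 reads belonged to dre-miR-1, a miRNA of muscle, and the 6 reads to dre-miR-182-3p, the partner strand of dre-miR-182-5p. Both were chosen here after their values were seen. A single library held between 317 and 331 known miRNAs, without a gap between the conditions. At a few reads per library, a difference in detection between the conditions cannot be told from counting error.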

There are 339 and 341 known miRNAs identified for control and cold acclimation conditions, respectively (Fig 3B). The expression of know miRNAs in each library was statistically analyzed and normalized using TPM (Transcripts per million). 

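A few miRNAs held most of the reads in both conditions. dre-miR-21, an abundant miRNA of cultured fibroblasts, had 390449 ± 5408 TPM in control cells and 395158 ± 22578 TPM in cold acclimated cells (SD, n = 3 each), and the 10 known miRNAs with the highest mean TPM held between 83.1% and 86.2% of each library. Together, dre-miR-100-5p and dre-let-7a went from 14.2% ± 0.670 of the reads in control cells to 4.62% ± 0.427 in cold acclimated cells. The median level of the known miRNAs, as log2(TPM + 1), was 3.65, 3.65 and 3.59 in the control libraries and 3.86, 3.98 and 3.46 in the cold acclimation libraries. The mean was 3.63 ± 0.037 in control cells and 3.77 ± 0.27 in cold acclimated cells (SD, n = 3 each). This difference of 0.14 was within the spread of the cold acclimation libraries (exact two-sided permutation test, p = 0.4, where 0.1 is the smallest p possible). It turned to -0.14 per 1000000 clean reads (exact permutation test, p = 0.3) and to -0.0050 with dre-miR-100-5p and dre-let-7a left out of the total (exact permutation test, p = 1), and was 0.052 with median-of-ratios scaling (exact permutation test, p = 0.6), the latter alternatives chosen after seeing the data.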

TPM analysis showed that miRNAs underwent increased expression during cold acclimation (Fig 2A). Reads that failed to be aligned to the ncRNA database were used to predict novel miRNAs, and 65 novel miRNAs were obtained after identification and prediction of precursor structures using miRCat. (S3 Table). All novel miRNA candidates were selected with the default parameters. The criteria for novel miRNAs are minimum free energy <-18 kcal/mol, abundance >20, and expression in all samples. The mature sequences of all identified miRNAs are 19–24 nt in length. 

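The 65 predicted miRNAs were rare in these cells. Together they held 345 ± 14.3 TPM in control cells and 319 ± 53.5 TPM in cold acclimated cells (SD, n = 3 each), and single ones had a mean between 1.51 and 24.2 TPM over the 6 libraries. All 65 were detected in every library, and the one with the fewest reads had 21 reads per library on average. In the paper's S3 Table their mature sequences are 18 to 23 nt long. 31 of the sequences are 22 nt long, 14 are 21 nt and 14 are 23 nt. dre-miR-N50, AGGGTTATGATTCTCGCT, is the 18-nt sequence and was chosen here for its length after the table was seen. It has 16 genomic hits in that table, and its level was 5.90 ± 1.70 TPM in control cells and 8.00 ± 1.60 TPM in cold acclimated cells (SD, n = 3 each), with a log2 fold change of 0.40 (standard error 0.24, adjusted p = 0.203 from limma). The first base was T, read as U in RNA, in 28 sequences, A in 21, C in 10 and G in 6. The minimum free energy of the precursors lay between -124.59 and -20.6 kcal/mol, and 27 of the 65 sequences had a single genomic hit.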

The secondary structures of those novel miRNA are summarized in S4 Table.

**Fig 3:**
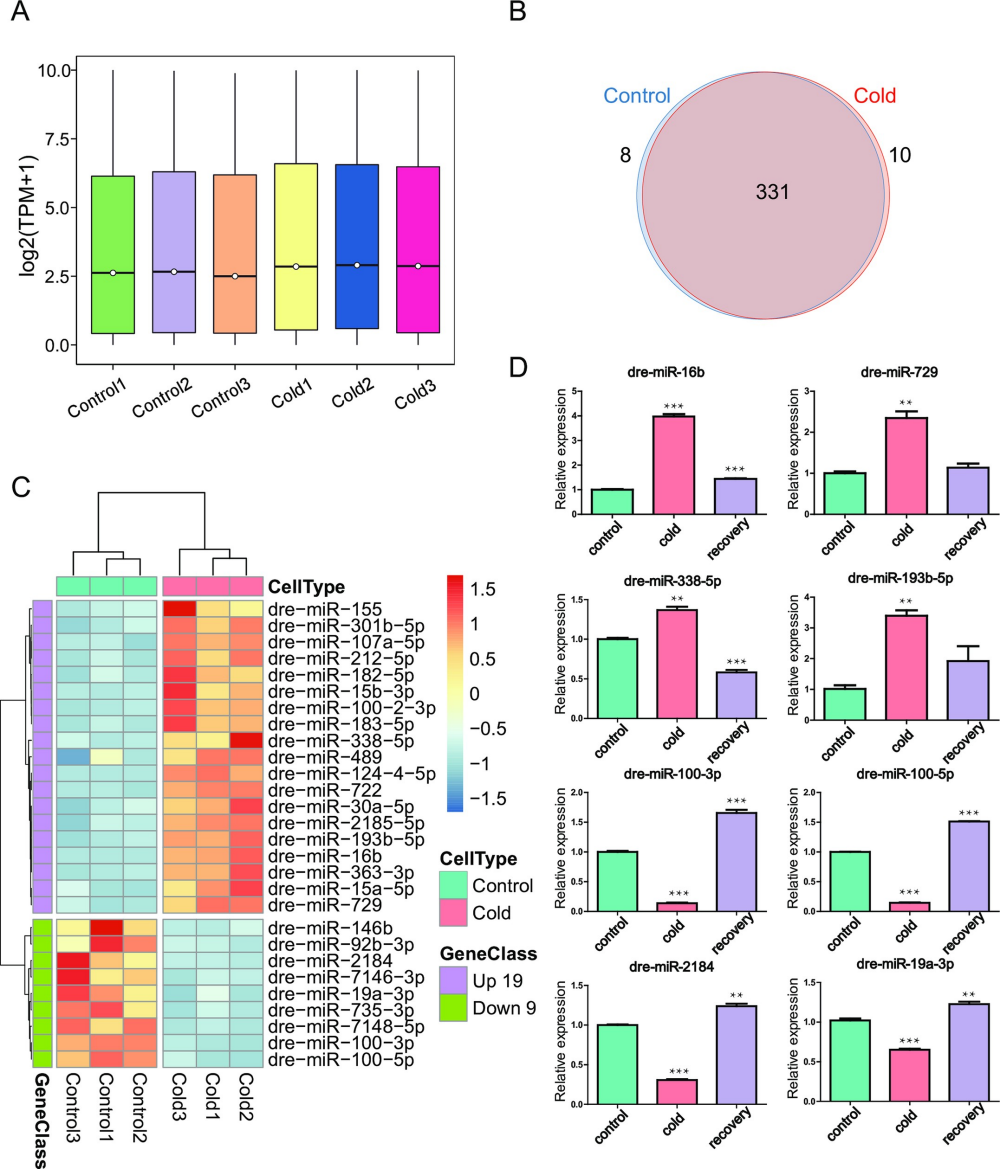
Identification and annotation of small RNAs. (A) Comparison of miRNA expression levels between small RNA libraries from control and cold acclimated ZF4 cells. (B) Venn diagram shows the number of known miRNAs expressed only in control and cold acclimated ZF4 cells. (C) A heatmap was generated based on fold change values of known DE-miRNAs to visualize the expression patterns of the cold responsive miRNAs. (D) ZF4 cells were cultured at 18°C for 30 days, then returned to 28°C and cultured for another 10 days for recovery. The expression of indicated miRNAs was detected using qRT-PCR. The data are presented as means ± SD of three independent replicates. p <0.05 was considered to indicate a statistically significant result. *: p <0.05, **: p <0.01, ***: p <0.001.

### Differentially expressed miRNA (DE-miRNAs) during cold acclimation

Next we investigated the miRNAs involved in cold acclimation. Considering that low-expressed sequences have more noise than high-expressed sequences, reads with expression level greater than 20 were used to identify DE-miRNAs [32]. 

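Cold acclimation changed the level of about as many miRNAs upwards as downwards. Of the 310 miRNAs tested, 51 rose and 45 fell, and 36 of these passed the fold change of 2.5 as well. Among the DE-miRNAs, 20 known and 3 predicted miRNAs were higher in cold acclimated cells, and 8 known and 5 predicted miRNAs were lower. The highest log2 fold change was that of dre-miR-124-4-5p, whose level went from 0.301 ± 0.0302 to 10.3 ± 1.10 TPM (SD, n = 3 each; log2 fold change 3.11, standard error 0.19, adjusted p = 3.3e-06 from limma). It is a partner strand of the neural miRNA miR-124, whose main strand dre-miR-124-3p, named after its values were seen, was too low to be tested, at 0.205 ± 0.174 TPM in control cells and 0.140 ± 0.130 TPM in cold acclimated cells. dre-miR-2185-5p rose from 49.4 ± 21.4 to 245 ± 45.8 TPM (log2 fold change 2.38, standard error 0.33, adjusted p = 0.00040), and dre-miR-363-3p, of a cluster related to miR-17-92, from 0.768 ± 0.166 to 5.01 ± 1.23 TPM (log2 fold change 1.75). dre-miR-301b-5p rose with a log2 fold change of 1.89. Among the known miRNAs that fell, dre-miR-7148-5p went from 8.21 ± 1.56 to 2.03 ± 0.421 TPM (log2 fold change -1.60, adjusted p = 0.00040), dre-miR-92b-3p had a log2 fold change of -1.37 and dre-miR-146b, a regulator of inflammation, one of -1.43. All 28 known miRNAs of Fig 3C changed in these libraries, on which the study chose them, and 25 of them passed the fold change. Of its 19 higher and 9 lower miRNAs, 16 rose and 7 fell without cold acclimation replicate 1, 16 and 9 without cold acclimation replicate 2, 17 and 6 without cold acclimation replicate 3, and 18 and 9 without control replicate 1 or 2. As groups, these higher and lower miRNAs passed camera with a preset correlation of 0.01 (adjusted p = 7.5e-11 and 5.0e-06, all members also when adjusted over the list alone) but not with an estimated correlation (adjusted p = 0.351 and 0.171), which is not independent evidence. The Fig 3C miRNAs under the fold change on the log2(TPM + 1) scale, at few reads, were dre-miR-155 (log2 fold change 1.20), dre-miR-338-5p (1.18) and dre-miR-7146-3p (-1.29). Their mean TPM differed between the conditions by factors of 2.87, 3.76 and 2.79. In addition, dre-miR-34a, dre-miR-15a-3p and dre-miR-181a-3p were DE-miRNAs, with log2 fold changes of 1.33, 1.34 and 1.33. dre-miR-181a-3p was named after its values were seen. Each lay above the log2 of the 2.5-fold threshold by far less than its standard error (0.30, 0.24 and 0.23). With median-of-ratios scaling, chosen after seeing the data, all 23 known DE-miRNAs were miRNAs of Fig 3C, so none of these 3 was called. In each of the 36 DE-miRNAs the libraries of the conditions did not overlap, which held for 58.1% of the 310 miRNAs, where chance gives 10%. The split depends on the scaling: 32 rose and 77 fell with clean reads as library sizes, and, in alternatives chosen after seeing the data, 51 rose and 67 fell with median-of-ratios scaling and 37 rose and 64 fell with dre-miR-100-5p and dre-let-7a left out of the total. With log2(TPM + 5) there were 14 DE-miRNAs, and with 1 library left out the number that rose lay between 24, without cold acclimation replicate 1, and 68, without control replicate 3, and the number that fell between 18 and 67, without the same libraries. From the functions of the predicted target genes, and from its experiments with mimics and inhibitors, the paper proposes that miRNAs take part in cold acclimation.

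**Figure D1:**
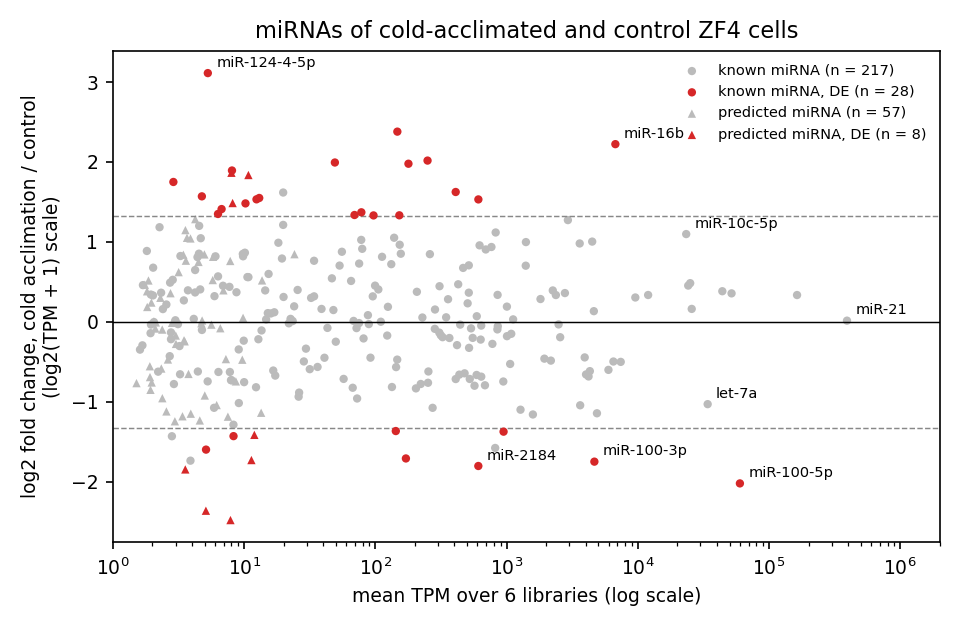
log2 fold change of the 310 tested miRNAs between cold acclimated and control ZF4 cells (vertical axis) against their mean TPM over the 6 libraries (horizontal axis, log scale). Circles are known and triangles predicted miRNAs, the 36 DE-miRNAs are red, and the dashed lines mark the fold change of 2.5; the predicted miRNAs all lie at or below 24.2 TPM.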

Differential expression analysis revealed 24 (19 known and 5 novel) up-regulated and 23 (9 known and 14 novel) down-regulated miRNAs (Fold Change ≥ 2.5, adjusted p-value ≤ 0.01) by DEseq (S5 Table). More information of DE-miRNAs is provided in S5 Table. 

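Several miRNA groups had members that rose in cold acclimated cells. The groups were listed before the deposited table was examined, but the paper's supplementary counts may have been seen by then. In the miR-181 family, known from lymphocyte and vascular biology, 6 of 11 tested members rose and none fell (7 rose when adjusted over the list alone, 3 with clean reads as library sizes, 2 without cold acclimation replicate 1, and 3 without control replicate 1 or cold acclimation replicate 2). dre-miR-181a-2-3p rose from 1709 ± 85.7 to 4156 ± 597 TPM (SD, n = 3 each; log2 fold change 1.27), and dre-miR-181a-5p, with 144547 ± 6503 and 182488 ± 8586 TPM, had a log2 fold change of 0.34 that passed the test in TPM but not with clean reads as library sizes (0.034, adjusted p = 0.774 from limma). Of the miR-183/miR-96/miR-182 cluster, expressed in sensory organs, 2 of 3 tested members rose (3 when adjusted over the list alone): dre-miR-183-5p from 19.2 ± 2.64 to 79.1 ± 6.27 TPM and dre-miR-182-5p from 202 ± 36.4 to 617 ± 33.4 TPM. The other tested member was dre-miR-183-3p, the partner strand of dre-miR-183-5p, named after its values were seen (log2 fold change 0.82, adjusted p = 0.0153 from limma). Both strands of miR-96 were too low to be tested. By camera with a preset correlation of 0.01, both groups were higher than the other miRNAs (adjusted p = 0.0054 and 0.0427), but neither call held with an estimated correlation (adjusted p = 0.749 for both), and the miR-183/miR-96/miR-182 cluster had an adjusted p of 0.0551 without control replicate 3, 0.0675 without cold acclimation replicate 3 and 0.0602 with a replicate block. The miR-132/miR-212 cluster, known from neurons, had 3 of 5 members that rose and none that fell (4 when adjusted over the list alone), among them dre-miR-212-5p with a log2 fold change of 1.41; as a group it did not pass camera in TPM (adjusted p = 0.0621) but passed with clean reads as library sizes (0.0243) and, in alternatives chosen after seeing the data, with median-of-ratios scaling (0.0457) and with dre-miR-100-5p and dre-let-7a left out of the total (0.0432), while 1 member rose with clean reads and without control replicate 1 or 2 or cold acclimation replicate 1 or 2. With an estimated correlation its adjusted p in TPM was 0.749. Of the miR-23/miR-27/miR-24 clusters, 4 of 13 rose and none fell (4 when adjusted over the list alone), with dre-miR-27a-5p at a log2 fold change of 1.00. All 4 were strands of miR-27, and no strand of miR-23 or miR-24 rose or fell in TPM. With clean reads as library sizes, 1 rose and 1 fell. Without cold acclimation replicate 1 or 2, 1 rose, and without control replicate 1 or cold acclimation replicate 3, 2 rose. This group did not pass camera (adjusted p = 0.208). Of the p53-responsive miRNAs, dre-miR-34a and dre-miR-192 rose among 4 tested (2 when adjusted over the list alone), and none passed with clean reads as library sizes or without control replicate 1 or 2 or cold acclimation replicate 1 or 2 (adjusted p = 0.208 from camera).
Other groups had members that fell. Of 15 tested members of the miR-17-92 and related clusters, known for promoting proliferation, 4 fell and dre-miR-363-3p rose (5 fell and 1 rose when adjusted over the list alone, 8 fell and 1 rose with clean reads as library sizes, and 1 fell and 1 rose without cold acclimation replicate 3; adjusted p = 0.163 from camera). The 4 that fell were dre-miR-92b-3p and strands of miR-19. In TPM with all libraries, no tested strand of miR-17, miR-18, miR-20 or miR-92a in this list rose or fell. In the miR-30 family, 2 of 5 members fell, with dre-miR-30d at a log2 fold change of -0.62, and dre-miR-30a-5p rose at 1.35 (the same numbers when adjusted over the list alone; adjusted p = 0.444 from camera). In it, 1 fell without control replicate 1, none fell without control replicate 2 or any cold acclimation replicate, and none rose without cold acclimation replicate 1 or 2. dre-miR-731 fell (log2 fold change -0.71) in the miR-462/miR-731 cluster of 2, known from antiviral responses of fish, while dre-miR-462 had a log2 fold change of -0.60 (adjusted p = 0.0114 from limma). Both passed when adjusted over the list alone, with clean reads as library sizes and without control replicate 3. Neither passed with any other library left out. Of 9 mesenchymal miRNAs, typical of fibroblasts, dre-miR-199-3p and dre-miR-199-3-3p fell (log2 fold change -1.04 and -0.79) and none rose (2 fell when adjusted over the list alone, and 3 with clean reads as library sizes). Control replicate 3 stood apart: 17 miRNAs were lower and 7 higher in it by more than 1 on the log2 scale than in the other controls, against 1 miRNA between control replicates 1 and 2. In the mesenchymal group, dre-miR-143, chosen here after its values were seen, had 4765, 4665 and 374 TPM in control replicates 1, 2 and 3, against 2165, 2252 and 1147 TPM in the cold acclimation libraries. Without control replicate 3, 8 of the 9 mesenchymal miRNAs fell, none did without control replicate 1 or cold acclimation replicate 1, and 1 did without control replicate 2 or cold acclimation replicate 2 or 3. The group's camera adjusted p was 0.117 with all libraries and 0.00033 without control replicate 3, an alternative chosen after seeing the data. With an estimated correlation it was 0.820 with all libraries, and that correlation was not run without control replicate 3. In scalings chosen after seeing the data, median-of-ratios and with dre-miR-100-5p and dre-let-7a left out of the total, 4 and 3 members of the miR-181 family, 4 and 1 of the miR-132/miR-212 cluster, 3 and 4 of the miR-23/miR-27/miR-24 clusters and 2 and 1 of the p53-responsive miRNAs rose, and 7 and 6 of the miR-17-92 and related clusters, 1 and 2 of the miR-462/miR-731 cluster and 3 and 4 of the mesenchymal miRNAs fell. 3 groups not chosen by the study passed camera with the preset correlation of 0.01, and other splits of the 6 libraries into 3 and 3 gave up to 5. With an estimated correlation 0 groups passed.

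**Figure D2:**
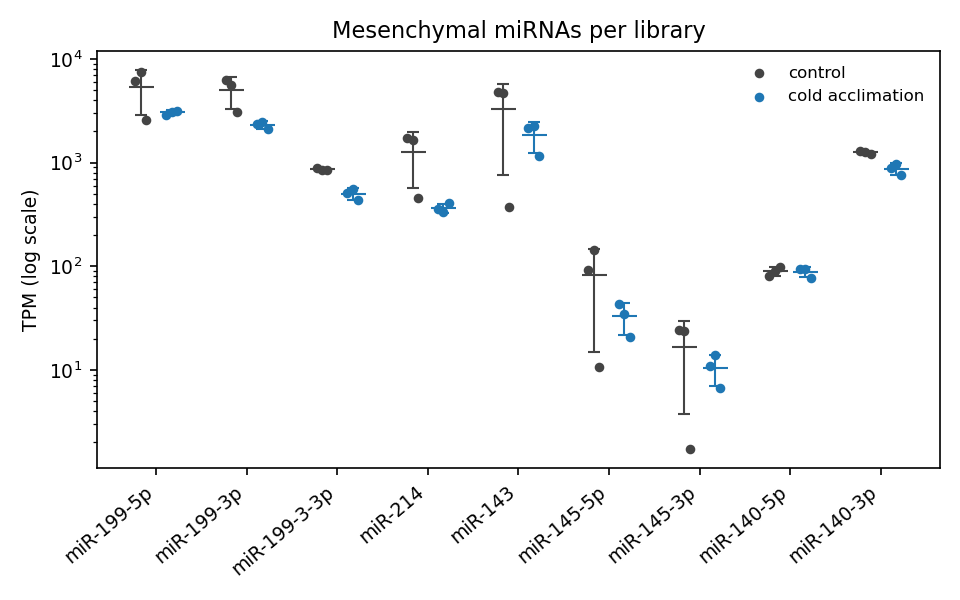
TPM (vertical axis, log scale) of the 9 mesenchymal miRNAs in each library of control (grey) and cold acclimated (blue) ZF4 cells. Points are the libraries in the order of their replicate numbers and bars the mean ± SD (n = 3); in control replicate 3, dre-miR-143 had 374 TPM.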

Cluster analysis of known DE-miRNAs (Fig 3C) and cluster analysis of novel DE-miRNAs (S1 Fig) were performed to show the expression patterns of those miRNA during cold acclimation, the novel miRNAs showed more significant variation in cold acclimation compare with the known miRNAs. 

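On the log2(TPM + 1) scale, the predicted and the known miRNAs passed the DE thresholds about equally often. DE-miRNAs were 8 of the 65 predicted miRNAs (12.3%) and 28 of the 245 known miRNAs tested (11.4%), an odds ratio of 1.09 (Fisher's exact test, two-sided, p = 0.829; miRNAs are not independent replicates). The median size of the log2 fold change was 0.74 for the predicted and 0.56 for the known miRNAs. Of the predicted miRNAs, 8 rose and 17 fell. dre-miR-N56, ATGACTCAAACTTGAGGACTT, fell from 14.0 ± 0.831 to 1.72 ± 0.498 TPM (SD, n = 3 each; log2 fold change -2.48, standard error 0.21, adjusted p = 2.9e-05 from limma). The paper's S3 Table, which names no genome build, places it on chromosome 4 from 52839805 to 52839825, the minus strand, with 8 genomic hits. dre-miR-N44 fell from 9.23 ± 1.36 to 0.996 ± 0.331 TPM, and dre-miR-N33, dre-miR-N61 and dre-miR-N62 had log2 fold changes of -1.84, -1.73 and -1.41. dre-miR-N60, CAGCACAAGGCTACGCTCTTCT, placed on chromosome 8 from 16052271 to 16052292 as a single genomic hit, rose from 4.15 ± 0.970 to 17.4 ± 3.37 TPM (log2 fold change 1.84, standard error 0.23, adjusted p = 0.00021). The other predicted DE-miRNAs that were higher were dre-miR-N52 (log2 fold change 1.87) and dre-miR-N55 (1.49). With clean reads as library sizes, dre-miR-N52 lost its call (adjusted p = 0.0141 from limma) and dre-miR-N55 no longer passed the fold change. The median mean level was 3.67 TPM for the predicted and 78.2 TPM for the known miRNAs, and the comparison depends on the pseudocount: with log2(TPM + 0.1), 29.2% of the predicted and 12.7% of the known miRNAs were DE-miRNAs (odds ratio 2.84, Fisher's exact test, p = 0.0022), and with log2(TPM + 5), 1.54% and 5.31% (odds ratio 0.280). With the fold change of the mean TPM, chosen after seeing the data, the shares were also 29.2% and 12.7%. Among known miRNAs within the range of the predicted levels, 11 of 93 (11.8%) were DE-miRNAs, an odds ratio of 1.05. With means above 7.5 TPM alone the odds ratio was 5.72 (Fisher's exact test, p = 0.0052). It rests on 6 predicted DE-miRNAs, 42.9% of the few predicted miRNAs at that level.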

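In the sequencing libraries, dre-miR-16b, dre-miR-193b-5p, dre-miR-729 and dre-miR-338-5p rose and dre-miR-100-3p, dre-miR-100-5p, dre-miR-2184 and dre-miR-19a-3p fell in cold acclimated cells. The study chose these 8 miRNAs on the same libraries, so that all 8 also passed when adjusted over the list alone is not independent evidence of their direction. dre-miR-193b-5p rose from 98.7 ± 21.1 to 401 ± 73.6 TPM (SD, n = 3 each; log2 fold change 2.02, standard error 0.21, adjusted p = 8.7e-05 from limma). dre-miR-729 rose from 4.89 ± 0.861 to 15.6 ± 3.26 TPM (log2 fold change 1.48, standard error 0.23). dre-miR-338-5p, the one with the fewest reads, went from 0.951 ± 0.151 to 3.58 ± 1.54 TPM, and its adjusted p was 0.0041; it did not pass without control replicate 1 or any one of the cold acclimation replicates. dre-miR-2184 fell from 953 ± 302 to 265 ± 27.6 TPM (log2 fold change -1.80, standard error 0.22, adjusted p = 0.00021). dre-miR-19a-3p, a member of the miR-17-92 cluster, fell from 259 ± 52.4 to 82.6 ± 35.8 TPM (log2 fold change -1.71, standard error 0.30, adjusted p = 0.0015). For each of the 8, the libraries of the conditions did not overlap.

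**Figure D3:**
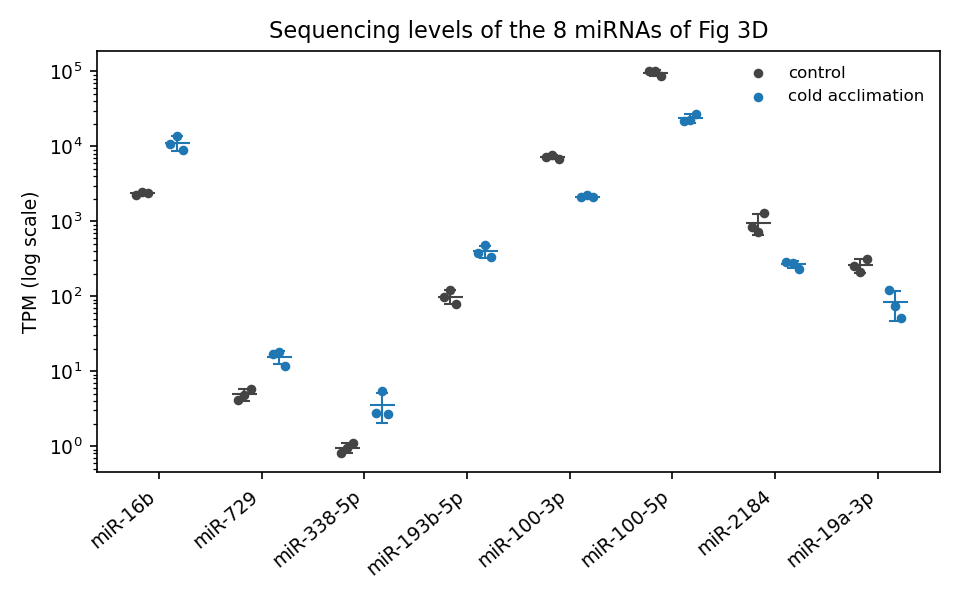
TPM (vertical axis, log scale) in each library of control (grey) and cold acclimated (blue) ZF4 cells for 8 miRNAs. Points are the libraries and bars the mean ± SD (n = 3); dre-miR-193b-5p lies at 98.7 TPM in control cells and at 401 TPM in cold acclimated cells.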

Then the high-throughput sequencing data were validated by qRT-PCR, and all 8 miRNA selected showed the same tendency in sequencing and qRT-PCR (Fig 3D). Meanwhile, the cold acclimated cells were moved back to 28°C and cultured for another 10 days, then those 8 miRNAs were detected using qRT-PCR. We noticed a recovery of the expression of all tested miRNAs with different extents, indicating that the response of those cold related miRNA disappeared after cold pressure was removed (Fig 3D).

### Target prediction and functional analysis of DE-miRNAs

A total of 3,627 target genes for 28 known DE-miRNAs were predicted using the miRanda software (S6 Table). GO and KEGG enrichment analyses of the differentially expressed protein-coding genes were also performed (S7 Table). GO enrichment analysis revealed 44 biological processes, including phosphorylation, methylation, chordate embryonic development, transmembrane transport, regulation of autophagy, and so on. The top 10 (ranked according to p-value) biological processes are shown in Fig 4A. And enriched KEGG pathways include focal adhesion, FoxO signaling pathway, adherens junction, lysine degradation, dorso-ventral axis formation, ECM-receptor interaction, and ABC transporters (Fig 4B). Those results indicated that miRNAs participate in cold acclimation of zebrafish via regulation of above biological processes.

**Fig 4:**
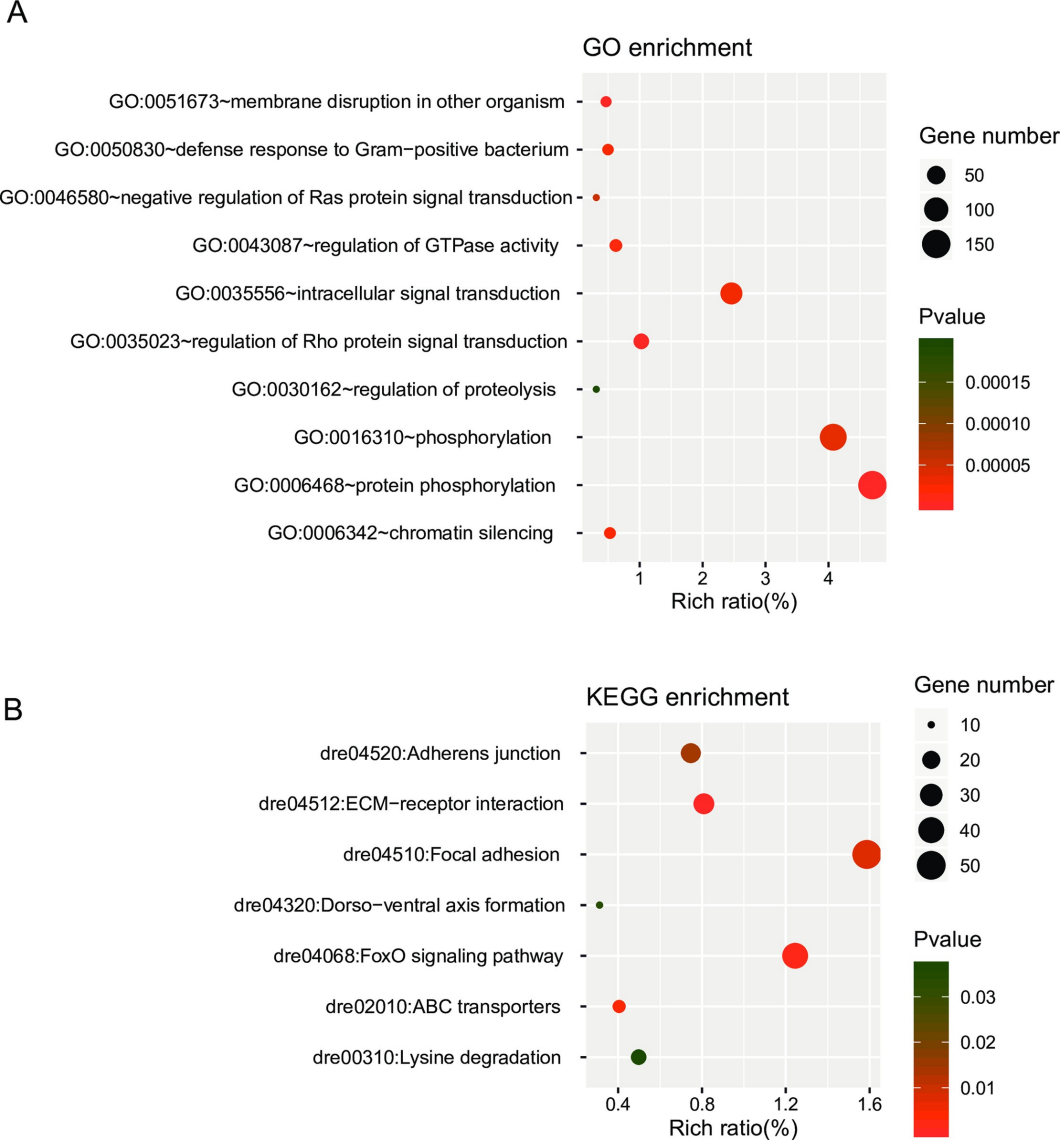
Identification and functional prediction of DE-miRNAs. (A-B) GO and KEGG enrichment analyses of the target genes of DE miRNAs. The y-axis corresponds to GO/ KEGG pathway with a p-value ≤ 0.05, and the x-axis shows the enrichment ratio between the number of DE-genes and all unigenes enriched in a particular pathway. The color of the dot represents p-value, and the size of the dot represents the number of DE-genes mapped to the reference pathways.

The effect of miR-16b and miR-100-3p on their predicted target genes was analyzed. miR-100-3p mimics, miR-16b mimics, miR-100-3p inhibitor, or miR-16b inhibitor was transfected into ZF4 cells respectively, then the mRNA levels of selected target gene were examined using qRT-PCR. An inverse expression pattern was observed among the miRNAs and their predicted target genes (*atad5a*, *cyp2ae1*, *lamp1* targeted by miR-100-3p, and *rilp*, *atxn7*, *tnika*, *btbd9* targeted by miR-16b) (Fig 5). The binding sites between the miRNAs and their target genes are show in S2 Fig.

**Fig 5:**
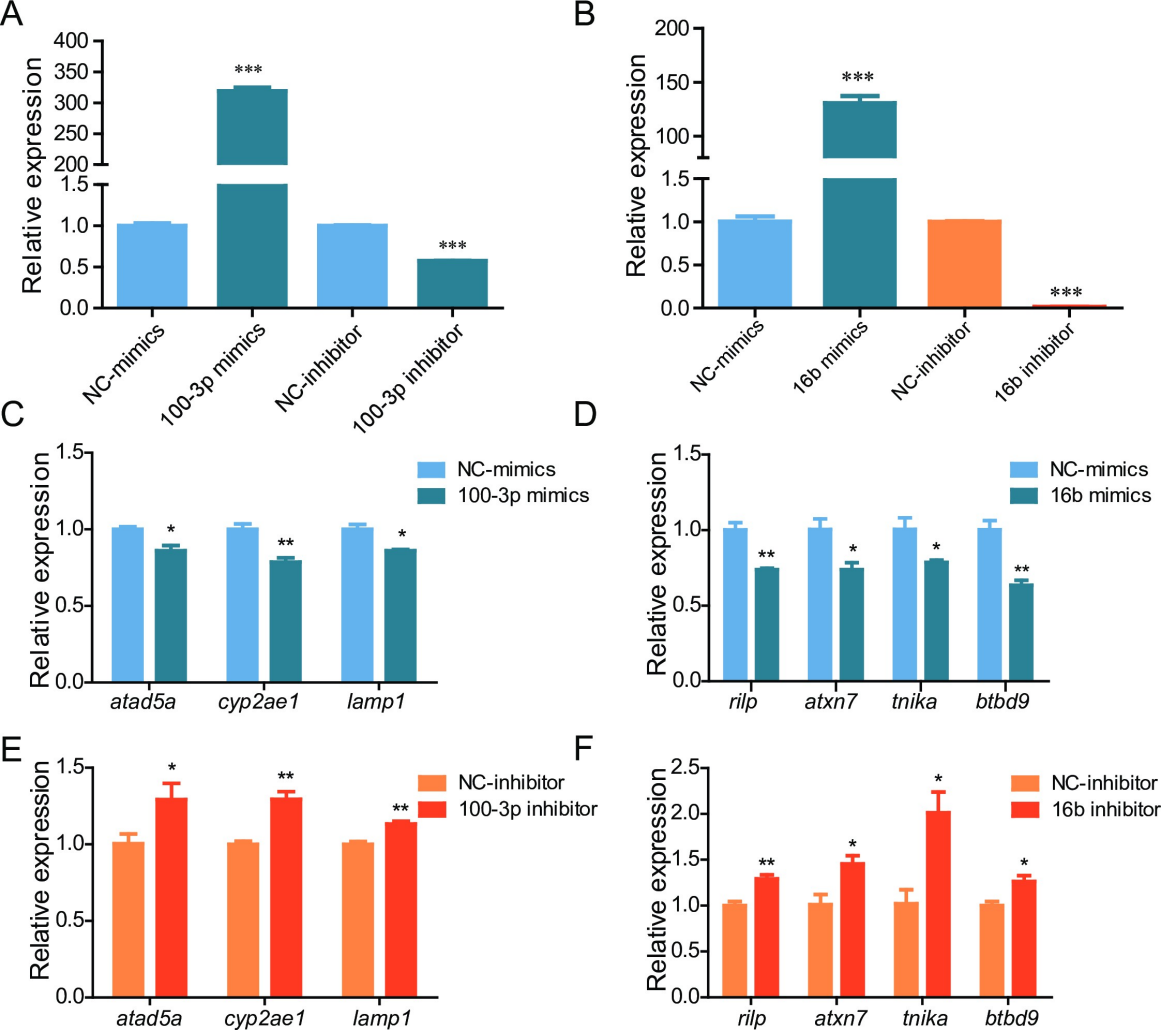
Effect of selected miRNAs on their target genes. ZF4 cells were transfected with indicated mimics or inhibitor, 24 hours later the expression of miR-100-3p or miR-16b (A-B) and their target genes (C-F) was detected by qRT-PCR. NC: negative control. *: p <0.05, **: p <0.01, ***: p <0.001.

### Roles of miR-100-3p and miR-16b during cold acclimation

Since miR-16b and miR-100-3p are closely related to cell proliferation and apoptosis [33–35], the roles of miR-100-3p and miR-16b during cold acclimation were investigated. ZF4 cells were transfected with miR-100-3p mimics, miR-16b mimics, miR-100-3p inhibitor or miR-16b inhibitor, respectively, and incubated at 10°C as cold treatment, then cell viability was detected. miR-100-3p inhibitor played a protective role in ZF4 cells under cold stress while miR-100-3p mimics decreased cell survival (Fig 6A), indicating that down-regulation of miR-100-3p (Fig 3C) is helpful for cell survival under cold stress. Meantime, miR-16b mimics enhanced cell survival under cold stress when miR-16b inhibitor led to decreased cell viability (Fig 6B), indicating that up-regulation of miR-16b can protect cells under cold stress. Above data suggested that miR-100-3p and miR-16b play important roles in ZF4 cells during cold acclimation via modulating cell survival.

**Fig 6:**
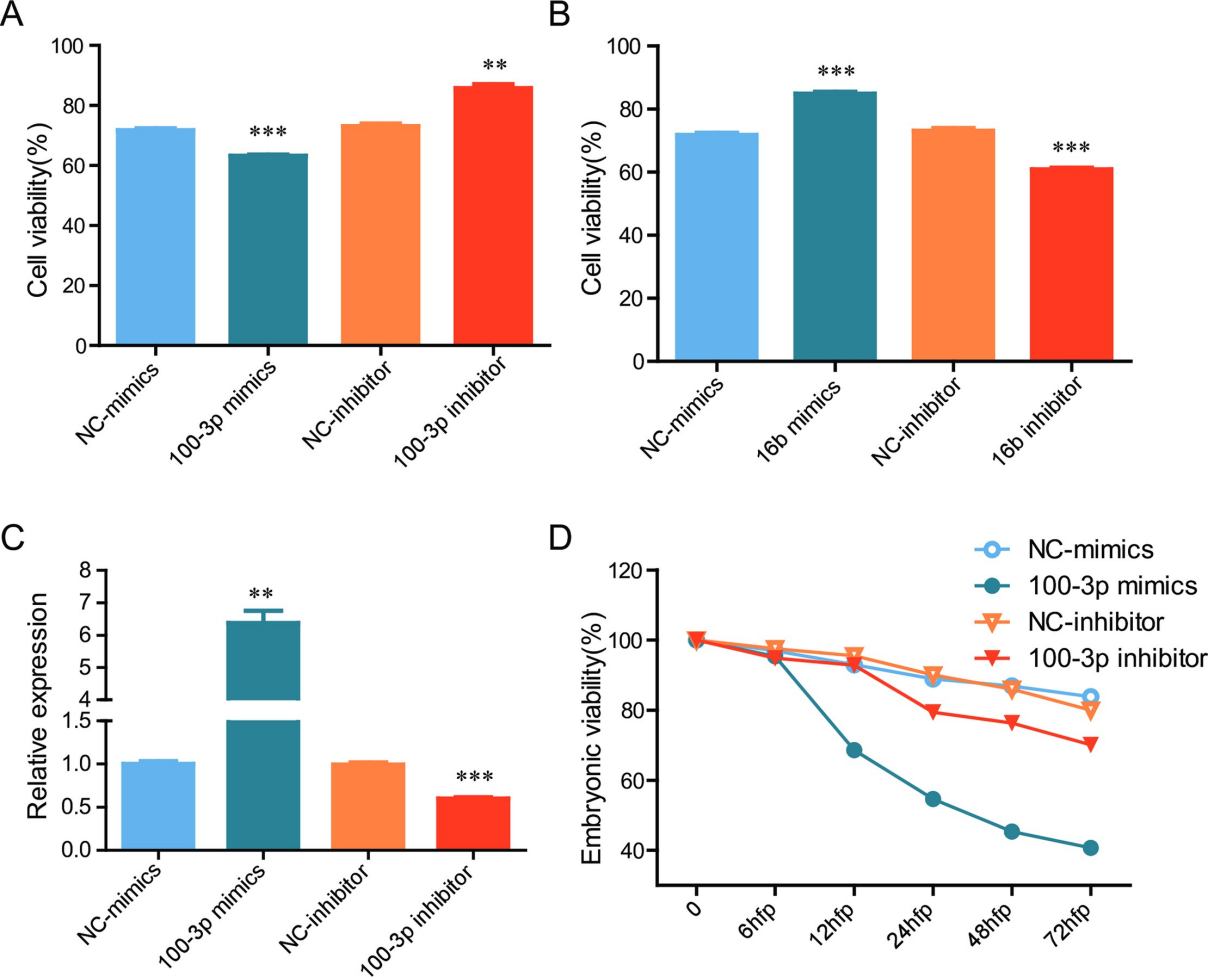
dre-miR-100-3p and dre-miR-16b affect viability of ZF4 cells and embryonic development of zebrafish. (A-B) ZF4 cells were transfected with indicated mimics or inhibitor, 24 hours later the cells were exposed to 10°C for 36 hours, then cell viability was examined. (C-D) Zebrafish embryos were microinjected with indicated mimics or inhibitor, 24 hours later the expression of miR-100-3p was detected by qRT-PCR (C), and viability of embryos was determined (n = 120) (D). *: p <0.05, **: p <0.01, ***: p <0.001. NC, negative control.

The role of miR-100-3p in zebrafish embryonic development was further investigated by microinjection of miR-100-3p mimics or inhibitor. qRT-PCR showed that miR-100-3p level was significantly decreased or increased by its inhibitor or mimics (Fig 6C). From 6 hpf, miR-100-3p mimics injected embryos showed an increased mortality rate, and no significant change was observed in embryonic mortality in miR-100-3p inhibitor injected embryos. Our results suggested that miR-100-3p overexpression affects the early development of zebrafish embryos.

## Discussion

Increasing evidence supports the involvement of miRNAs in cold stress of plants and animals. miR408 and its target genes show regulatory roles in cold response in arabidopsis [14]. miR-319 is a potential marker for selection of cold-tolerant sugarcane cultivars [36]. miR-210-3p modulates expression of genes related to metabolism, apoptosis and proliferation in rat cells under acute cold stress conditions [16], and miRNAs play key roles in cold adaptation of *Litopenaeus vannamei* [17]. Although mechanisms related to genome, transcriptome, DNA methylation, histone modification and so on have been reported in cold responses of fish [21, 37–40], the detailed mechanisms of miRNAs during cold acclimation in fish are still unclear.

In the present work, we investigated the variation of miRNA expression in cold acclimated ZF4 cells, which were maintained at 18°C for 30 days, through high-throughput sequencing. The expression of numerous miRNAs significantly altered in cold acclimated cells, including dre-miR-16b, dre-miR-2185-5p, dre-miR-100-3p, dre-miR-100-5p, dre-miR-19a-3p, dre-miR-7148-5p and other 21 known miRNA. The sequencing data were validated with 8 selected miRNAs, which all showed a tendency of recovery after cold stress was removed, indicating the cold response of miRNA is reversible.

Furthermore, 3,627 DE-mRNAs were predicted as target genes of 28 DE-miRNAs. The DE-mRNAs were enriched in biological processes like regulation of GTPase activity, cell adhesion, phosphorylation, membrane disruption in other organism, and KEGG pathways like ECM-receptor interaction, FoxO signaling pathway, focal adhesion, adherens junction. Most of enriched biological processes and pathways are consistent with previous researches about cold adaptation in fish [22, 41, 42], indicating that those putative cold-related processes and pathways are under regulation of multiple levels of genetic, molecular, and epigenetic mechanisms.

Next we investigated the roles of selected DE-miRNAs in cold acclimation. Significant down-regulation of dre-miR-100-3p indicated that this miRNA may play important roles in cold acclimation. 

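dre-miR-100-3p fell from 7194 ± 420 TPM in control cells to 2141 ± 68.7 TPM in cold acclimated cells (SD, n = 3 each), a log2 fold change of -1.75 (standard error 0.12, adjusted p = 5.5e-06 from limma). Its partner strand dre-miR-100-5p fell with it, from 96179 ± 8475 to 23790 ± 3115 TPM (log2 fold change -2.02, standard error 0.12, adjusted p = 3.3e-06). dre-miR-100-2-3p, the partner strand from another miR-100 hairpin, rose from 1.91 ± 0.248 to 7.62 ± 0.533 TPM (log2 fold change 1.57). In the miR-99/miR-100/miR-125 group, whose members are often transcribed together with let-7, 6 of 10 tested members fell, dre-miR-100-2-3p rose and 3 passed no test (7 fell when adjusted over the list alone, 4 without control replicate 1 or cold acclimation replicate 1 or 2, and 5 without control replicate 2 or cold acclimation replicate 3). Camera gave an adjusted p of 0.0054 for the group with a preset correlation of 0.01, and an adjusted p of 0.586 with an estimated correlation. Their summed level, most of it dre-miR-100-5p in both conditions, was 114043 ± 9198 TPM in control cells and 31235 ± 3160 TPM in cold acclimated cells. In the let-7 family, known for promoting differentiation, 1 of 10 members fell and 1 rose, also when adjusted over the list alone. dre-let-7a fell from 45714 ± 2192 to 22421 ± 1288 TPM (log2 fold change -1.03, standard error 0.10, adjusted p = 4.2e-05) and dre-let-7e rose from 2985 ± 131 to 5999 ± 490 TPM (log2 fold change 1.00). With clean reads as library sizes, 7 of the miR-99/miR-100/miR-125 group and 3 of the let-7 family fell and 1 of each rose; of the let-7 family, 2 fell with median-of-ratios scaling and 3 with dre-miR-100-5p and dre-let-7a left out of the total, alternatives chosen after seeing the data.

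**Figure D4:**
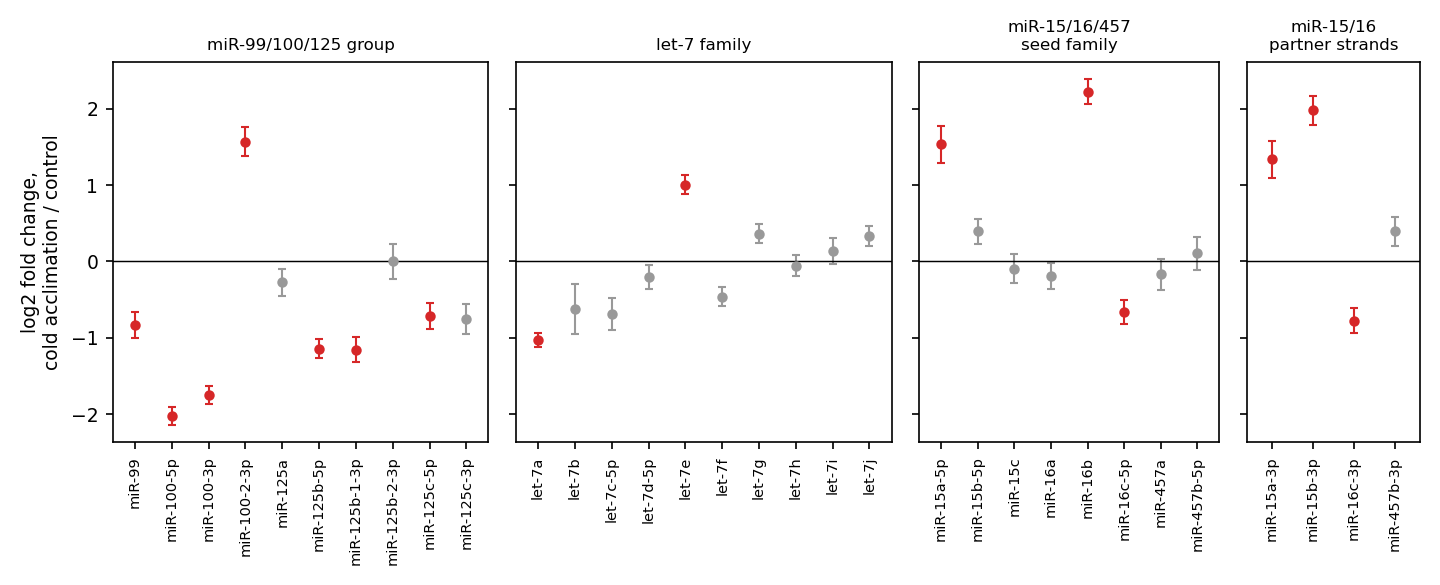
log2 fold change between cold acclimated and control ZF4 cells (vertical axis, log2(TPM + 1) scale) for each tested member of 4 miRNA groups (horizontal axis). Points are the values of limma with their standard errors, red where the miRNA rose or fell; dre-miR-100-5p lies at -2.02 and dre-miR-100-2-3p at 1.57.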

Our data with its mimics or inhibitors showed that dre-miR-100-3p inhibitor and dre-miR-16b mimics could protect ZF4 cell under cold stress, suggesting that miR-100-3p participate in cold acclimation via supporting cell viability. It has been reported that miR-100 significantly inhibits the migration and invasion of NPC cells by targeting IGF1R [43], miR-100 enhances cisplatin induced autophagy and apoptosis in MG-63/DDP cells via targeting mTOR [33]. Here we showed that *atad5a*, *cyp2ae1* and *lamp1* have a putative binding site of miR-100-3p, respectively, and an inverse expression pattern was observed between these genes and miR-100-3p, indicating these genes may contribute to miR-100-3p function by regulating cell adhesion, metabolic reactions and ATP synthesis [44, 45]. The possibility that dre-miR-100-3p contributes to cold acclimation via above mentioned mechanisms needs to be investigated.

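dre-miR-16b had 2352 ± 117 TPM in control cells and 11141 ± 2396 TPM in cold acclimated cells (SD, n = 3 each). This is a log2 fold change of 2.22 (standard error 0.16, adjusted p = 6.7e-06 from limma), and every cold acclimation library lay above every control library. The members of the miR-15/miR-16/miR-457 seed family, known to repress cell cycle genes, did not all move in 1 direction. Their summed level, a measure chosen after seeing the data, rose from 6923 ± 898 to 16484 ± 2924 TPM. Without dre-miR-16b the sum was 4572 ± 813 TPM in control cells and 5343 ± 542 TPM in cold acclimated cells. Of the 8 members, dre-miR-16b and dre-miR-15a-5p rose and dre-miR-16c-5p, named after its values were seen, fell. The other 5 passed no test, and the numbers were the same when adjusted over the list alone (adjusted p = 0.675 from camera). None fell with any library but control replicate 3 left out, and without control replicate 3, 3 rose and 1 fell. dre-miR-15a-5p went from 309 ± 65.8 to 909.9 ± 262 TPM (log2 fold change 1.53). Among 4 partner strands of these hairpins, dre-miR-15b-3p rose from 71.5 ± 7.65 to 286 ± 43.9 TPM (log2 fold change 1.98) and dre-miR-15a-3p rose, while dre-miR-16c-3p fell from 280.0 ± 7.71 to 164 ± 16.7 TPM (log2 fold change -0.78), and the same numbers passed when adjusted over the list alone (adjusted p = 0.436 from camera). Among these strands, none fell without control replicate 1 or 2 or cold acclimation replicate 1 or 3, and 1 rose without cold acclimation replicate 1 or 2. The members of this family are close in sequence and may share reads.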

dre-miR-16b was up-regulated in cold acclimation in the present study, which is consistent with the report that the expression of miR-16 increases in platelets under cold-storage conditions [46]. miR-16 mimics can activate autophagy in non-small cell lung carcinoma cells [47]. miR-16-5p also shows protective roles in LPS-induced A549 cell injury [48]. However it has also been reported that miR-16 can induce apoptosis by targeting BCL2 [49]. In the present work, miR-16b decreased the expression of *rilp*, *atxn7*, *tnika*, *btbd9*, indicating these genes may contribute to miR-16b function. *rilp* has regulatory roles in cell motility affecting migration velocity, cell adhesion and cell spreading [50]. *atxn7* encodes a transcription factor related to chromatin remodeling [51]. The exact roles and mechanisms of dre-miR-16b in cold acclimation in fish remain unclear in this study. Overall, our results support that DE-miRNAs play important regulatory roles in cold acclimation in ZF4 cells.

## Conclusions

In this study, we systematically characterized the variation of miRNAs in zebrafish embryonic fibroblast ZF4 cells under cold acclimation conditions through high-throughput sequencing. There are 28 conserved and 19 novel miRNAs differentially expressed in cold acclimation in ZF4 cells. Those DE-miRNA are involved in regulation of phosphorylation, cell junction, intracellular signal transduction, ECM-receptor interaction and so on. Further study showed that dre-miR-16b and dre-miR-100-3p may contribute to cold acclimation through regulation of cell survival. The present data will help us understand the detailed mechanisms of miRNAs under cold pressure.

## Supporting information

S1 Fig Cluster analysis of novel DE-miRNAs. A heatmap was generated based on fold change values of novel DE-miRNAs to visualize the expression patterns of the cold responsive miRNAs.
(TIF)

S2 Fig The binding sites of dre-miR-100-3p / dre-miR-16b and their target genes.

S3 Fig The microscope photos of Trypan Blue staining of Fig 6A and 6B.

S1 Table The sequences of primers for qRT-PCR and mimics/inhibitor.

S2 Table The known mature miRNAs.

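S2 Table lists the known miRNAs with a read count for each of the 6 libraries. The deposited TPM values are these counts divided by the sum of all miRNA counts of the library, the predicted miRNAs included, and multiplied by 1000000: the largest difference between a count in the table and the count that a TPM value implies was 0.00058 reads.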

S3 Table The mature novel miRNAs.

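S3 Table gives for each of the 65 predicted miRNAs its mature sequence, a place in the genome, the number of genomic hits, the free energy of the precursor and the levels per library. Some of the sequences overlap. dre-miR-N02 and dre-miR-N47 share a stretch of 21 nt and had log2 fold changes of 0.47 and 0.52, and dre-miR-N28 and dre-miR-N30 also share 21 nt and had log2 fold changes of -1.18 and -0.24. dre-miR-N07 and dre-miR-N64 share 19 nt and dre-miR-N30 and dre-miR-N57 share 16 nt. These 7 miRNAs, chosen by their sequences after the table was seen, may share reads.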

S4 Table The secondary structure of novel miRNAs.

S5 Table The list of DE-miRNAs.

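S5 Table gives the authors' comparison of the known miRNAs with a mean count above 20: the mean of all libraries, the mean of each condition, the fold change of cold acclimation against control and an adjusted p-value, with a mark for fold changes above 2.5 and above 1.5. Its 245 miRNAs are the known miRNAs kept here by a mean above 1.5 TPM. The log2 fold changes from limma had the sign of those in the table for 234 of the 245 and lay within 1 standard error of them for 225 (Pearson r = 0.979 across miRNAs, which are not independent replicates).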

S6 Table The list of known DE-miRNAs target gene.

S7 Table GO and KEGG enrichment analyses of target gene.

## Abbreviations

miRNA: microRNA
sRNA: small RNA
ZF4: zebrafish embryonic fibroblast cells
GO: Gene Ontology
KEGG: Kyoto Encyclopaedia of Genes and Genomes
TPM: Transcripts per million
DE: Differentially Expressed

# Supplementary material for: Identification and characterization of miRNAs involved in cold acclimation of zebrafish ZF4 cells
**Source:** PLoS One. 2020 Jan 10;15(1):e0226905. doi: 10.1371/journal.pone.0226905
**Supplement:** S2 Fig

Position 1125 - 1146

```
3' ctaTGGATATCTATGTTCGAAc 5'   dre-miR-100-3p
      ||||: || |||||
5' gaaACCTGAAGTTACAAGCTTg 3'   atad5a
```

Position 1188 - 1208

```
3' ctatgGATATCTATGTTCGAAc 5'   dre-miR-100-3p
      ||:||||:| |||||
5' gggggCTGTAGGT-CAAGCTTg 3'   lamp1
```

Position 327 - 349

```
3' ctATGGATATC-TATGTTCGAAc 5'   dre-miR-100-3p
      | ||||| : |||||
5' ctTTCCTATAGTGGACAAGCTTg 3'   cyp2ae1
```

Position 2113 - 2134

```
3' gaGGTTATAAATGCACGACGAt 5'   dre-miR-16b
      |: | : |||||
5' ttCTTAAGGTTACGTGCTGCTa 3'   btbd9
```

Position 3251 - 3273

```
3' gaGGTTATA-AATGCACGACGAt 5'   dre-miR-16b
      ||:| || ||:|||||
5' ctCCGAGATCTTGTGTGCTGCTc 3'   tnika
```

Position 6739 - 6761

```
3' gaGGTTATAAATGC-ACGACGAt 5'   dre-miR-16b
      ||| |:|||| | |||||
5' gcCCATTGTTTAGGCTGCTGCTa 3'   atxn7
```

Position 1154 - 1176

```
3' gaGGTTATA--AATGCACGACGAt 5'   dre-miR-16b
      |||:|:|   ||| |||||
5' atCCAGTGTACATAC-TGCTGCTg 3'   rilp
```

# Supplementary material for: Identification and characterization of miRNAs involved in cold acclimation of zebrafish ZF4 cells
**Source:** PLoS One. 2020 Jan 10;15(1):e0226905. doi: 10.1371/journal.pone.0226905

GAAAGATGTAACCATTGACTTT   dre-miR-N01

GAAAGATGTAACCATTGACTTT

dre-miR-N01

TTCACTGTGGCGGAAATGACC dre-miR-N02

TTCACTGTGGCGGAAATGACC dre-miR-N02

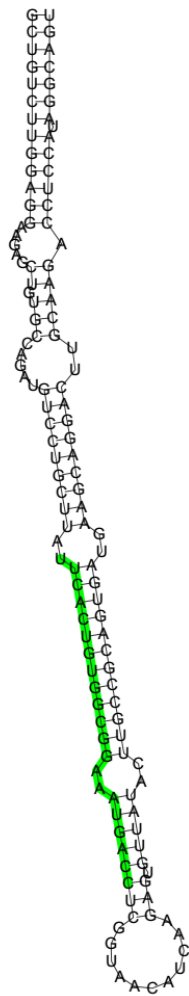

TCCATCAGTCACGTGACCTACC dre-miR-N03

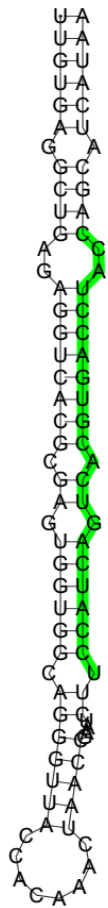

ACATGGAAGCATTCTGATTT dre-miR-N04

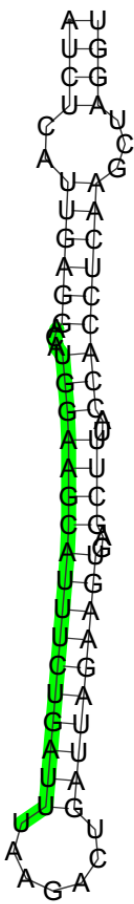

dre-miR-N05

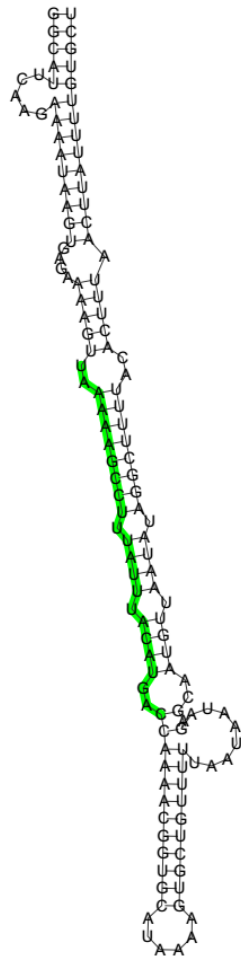

TTCTGTTTGGTACGCTTTTATGG   dre-miR-N06

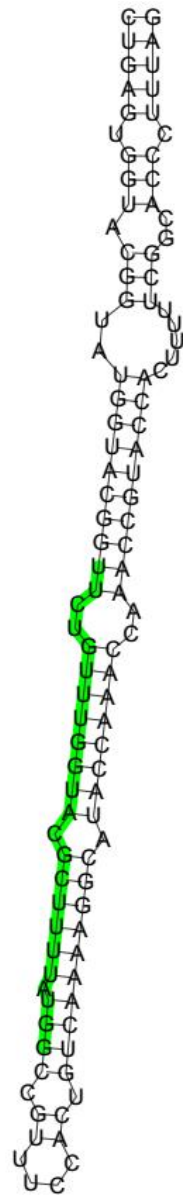

TATGAAAGTCAATGGTTACCGT dre-miR-N07

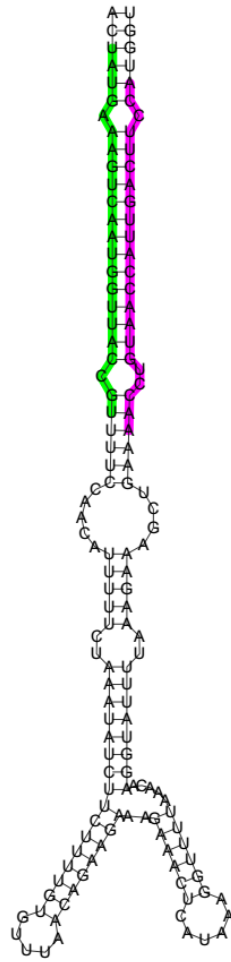

AGTTTTGCTGGTTTGCTGTC dre-miR-N08

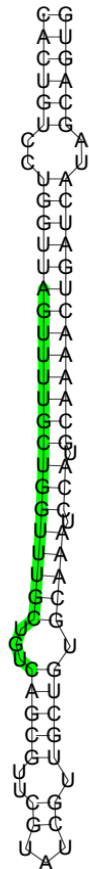

CTGTACGGTTCAGTTTGGTATG dre-miR-N09

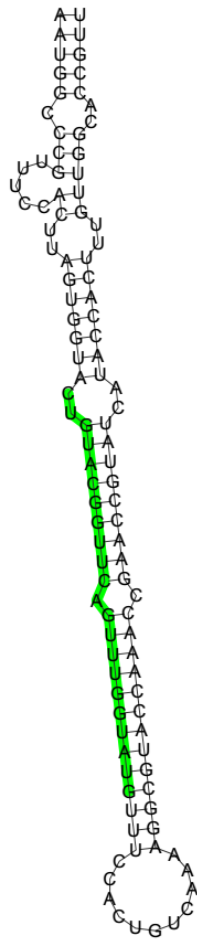

dre-miR-N10

dre-miR-N11

TTGCTGTTATTTTCGTAGGTGT dre-miR-N12

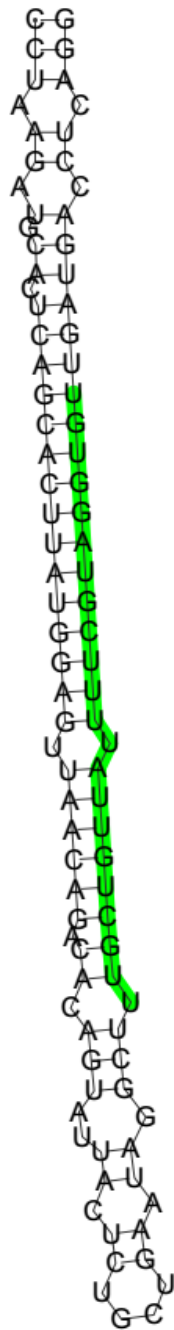

TTTGAGAACCTGTAACCATTGA dre-miR-N13

TTTCTGTTGTTTTTCATGAGGCA dre-miR-N14

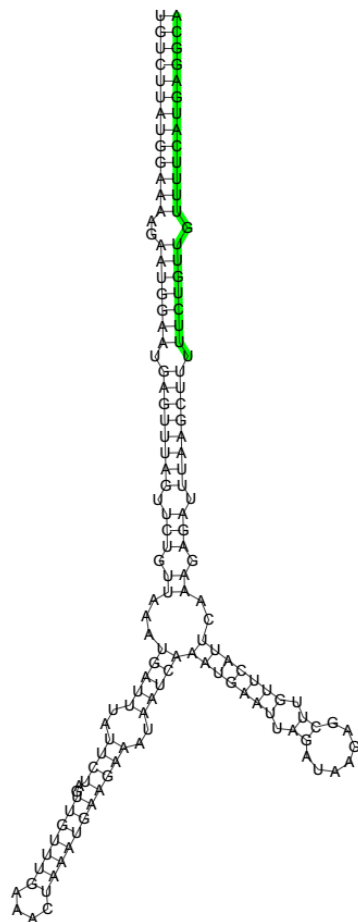

CCCGGTGTCCTGCATAGTTTAG dre-miR-N16

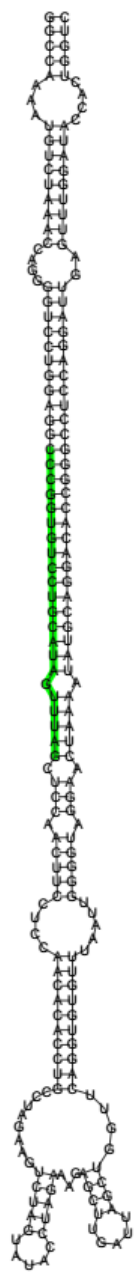

CTCCAACCTTGATCAAGCAGCT dre-miR-N17

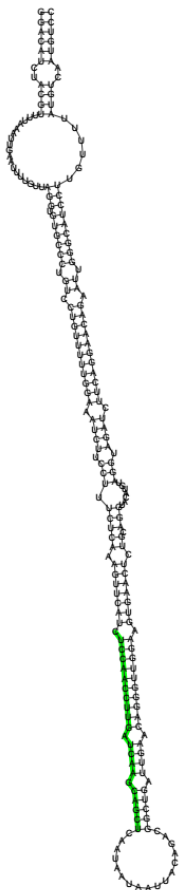

AACAACATGTCACTCTAGGCT dre-miR-N18

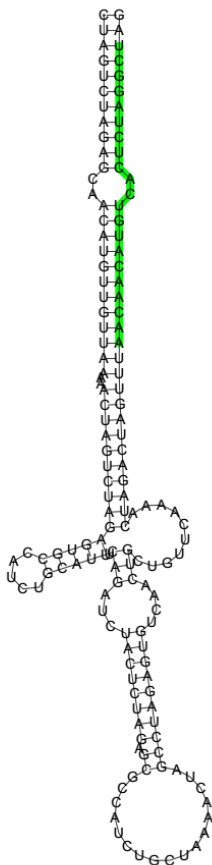

GAGGAATTGACTTTGACACTCCT   dre-miR-N19

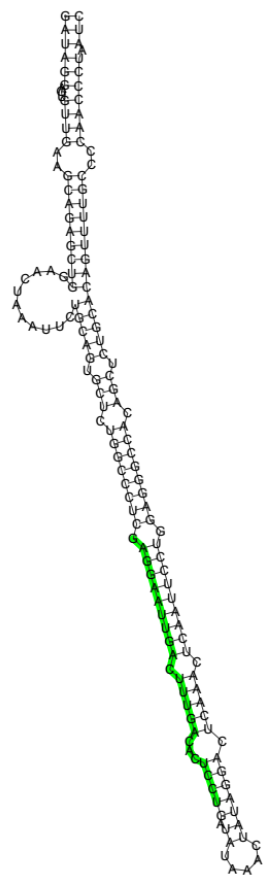

AATGTATTTTGGGCTGAGGGA   dre-miR-N20

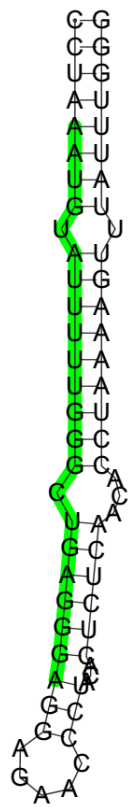

dre-miR-N21

ATGATAATGATGATGATGCT

dre-miR-N22

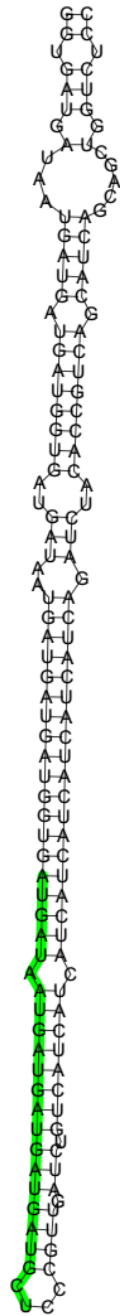

ATTTTCAATTCTGTGTGAAC

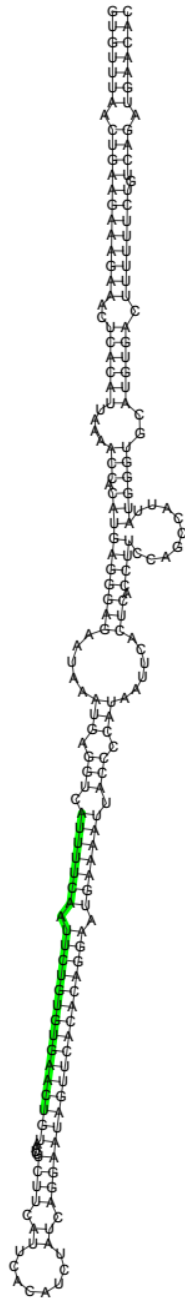

dre-miR-N24

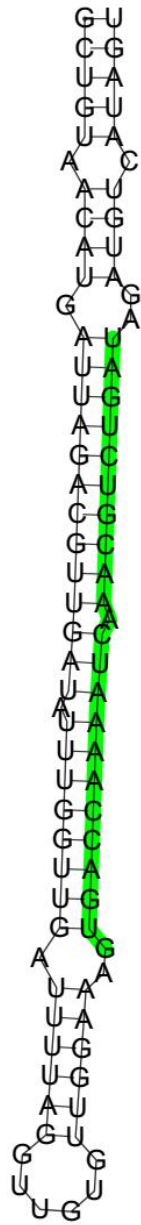

dre-miR-N25

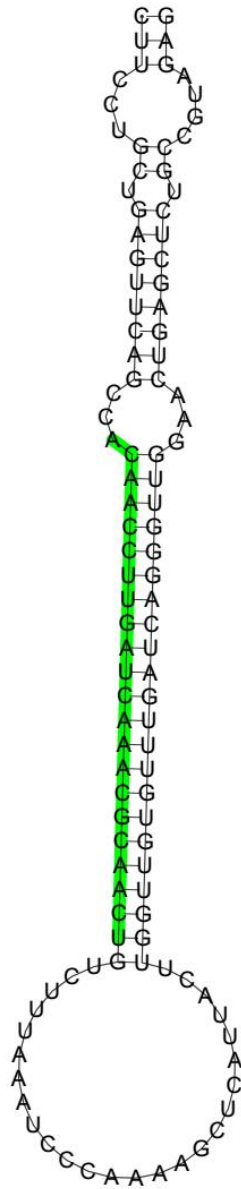

AGTCTGTAGAGCATGAGAC

dre-miR-N26

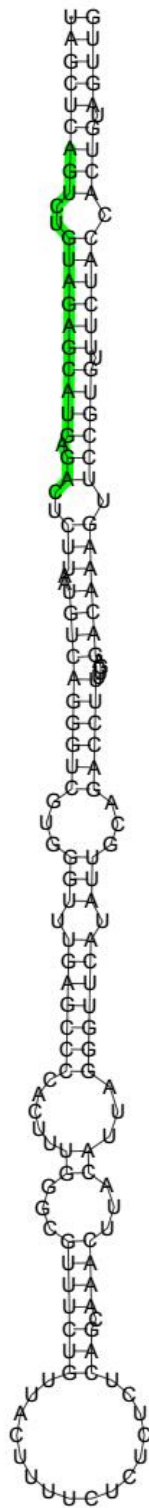

ACCTTAGAGGAGAACGACGGCCC dre-miR-N27

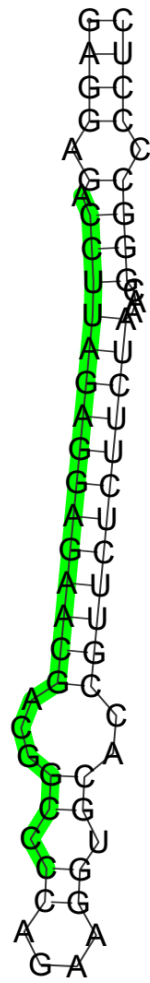

TGCAGGACACCGGACCTCCAGT   dre-miR-N28

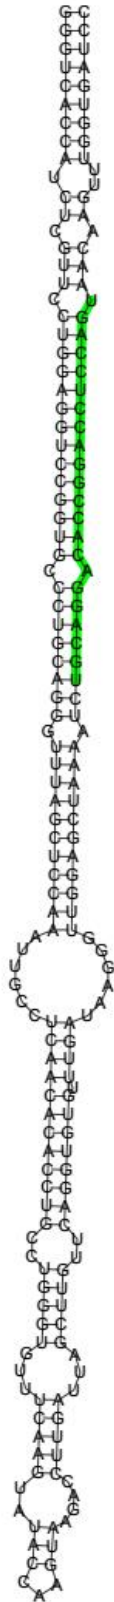

TTCGAAATACCTTAGTCACATG dre-miR-N29

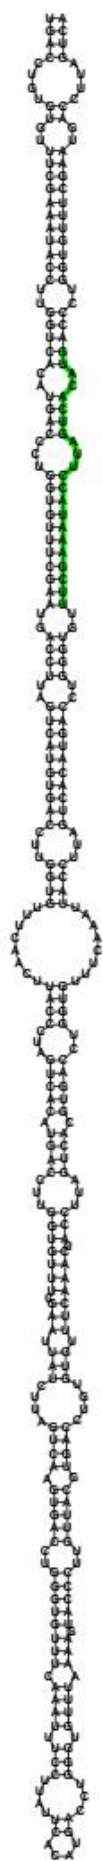

TGCAGGACACCGGACCTCCAGGT dre-miR-N30

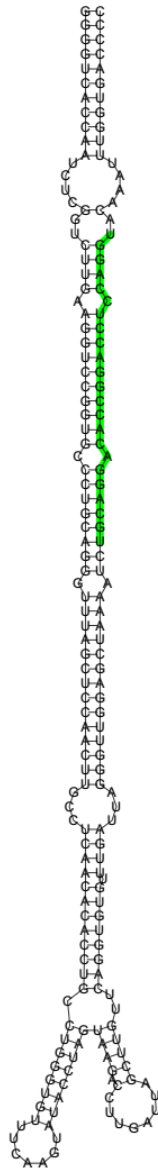

TAGGGTATCAGACTGGTGT dre-miR-N31

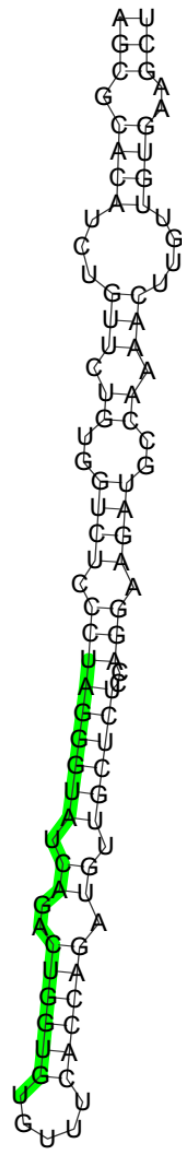

CTCGGATCATCTGTTTTCCGGC dre-miR-N32

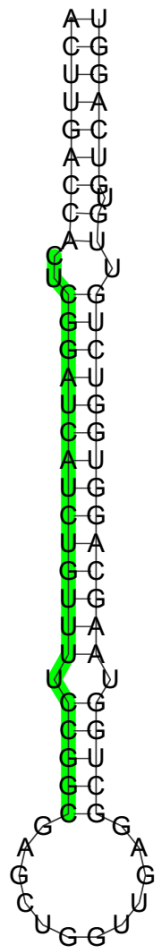

TAACGTTTCGAGCCCACTGACTG dre-miR-N33

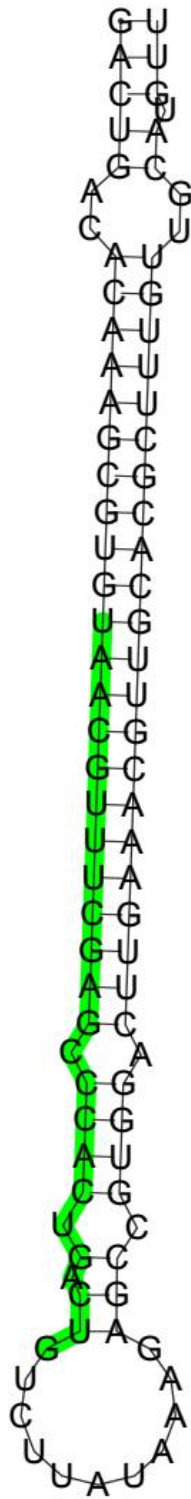

AATAGACAGATTCGAAAGACT dre-miR-N34

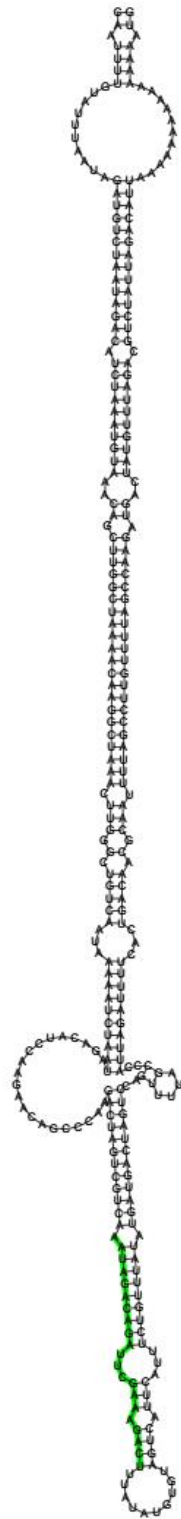

TGTGGAAGTCAATGGTTACAT dre-miR-N35

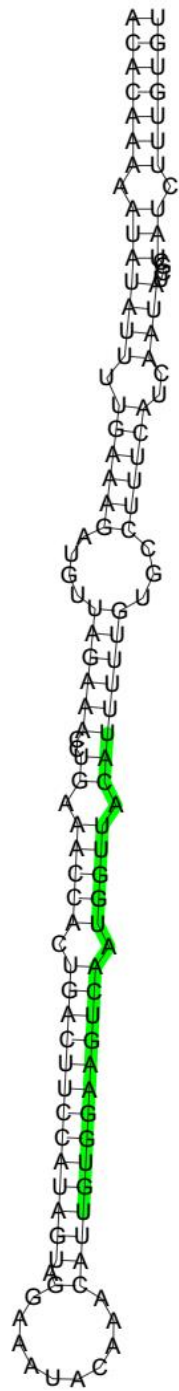

ATGACTCAAACCCGAGGACTCA

dre-miR-N36

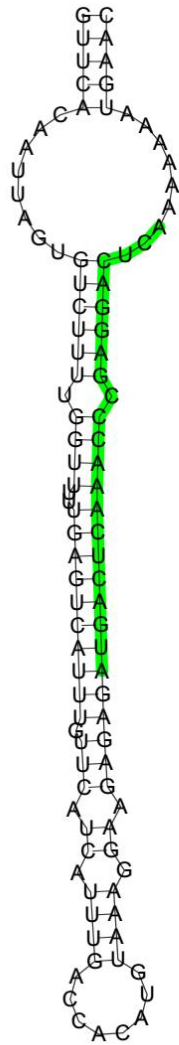

dre-miR-N38

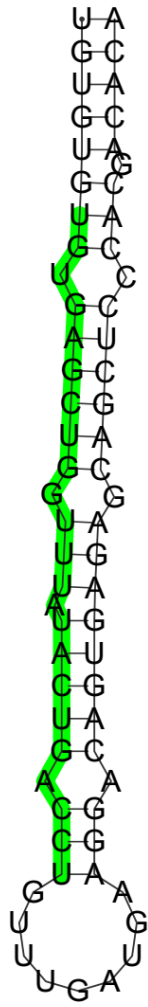

TCACCATTGACTTCTGTAGT dre-miR-N39

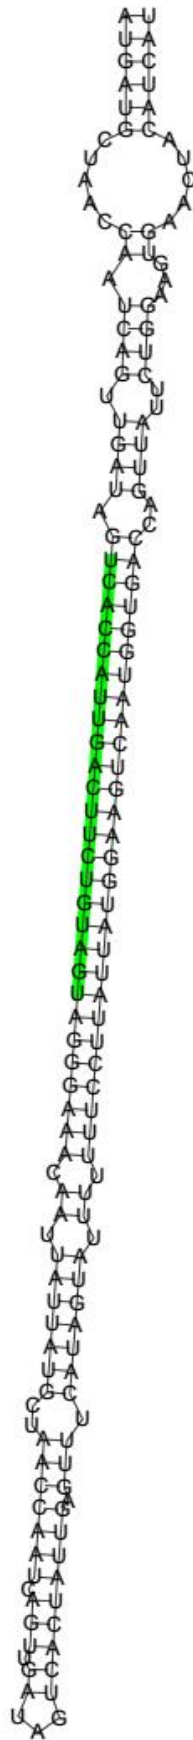

AGACTAGTAGCCATTGAGATCT dre-miR-N40

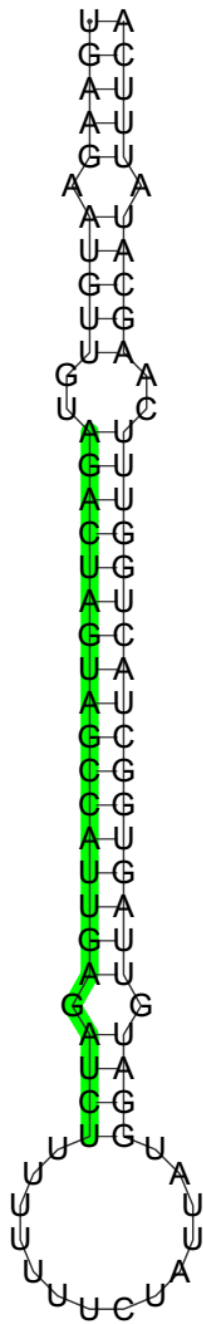

AGCTGGTGTCTGCAGAGTTT dre-miR-N41

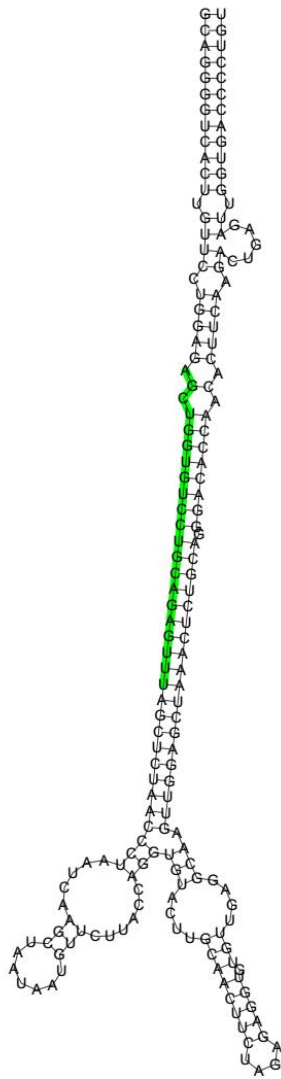

GAAATTGATATTGATAACTGGTC   dre-miR-N42

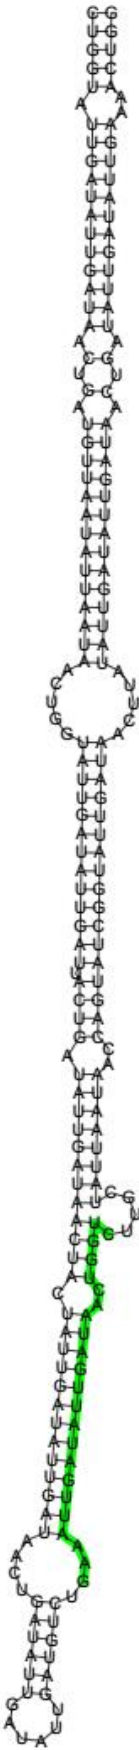

dre-miR-N43\

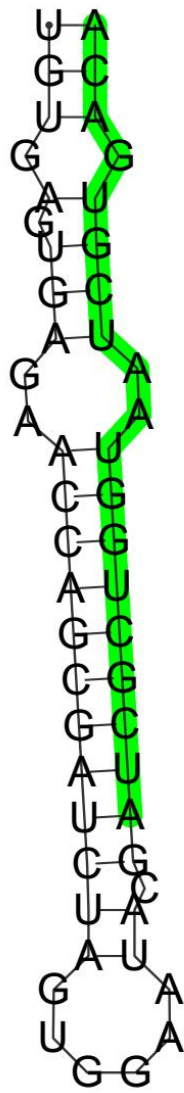

TTTCCGGCCAGATGCGGGCGGCCG dre-miR-N44

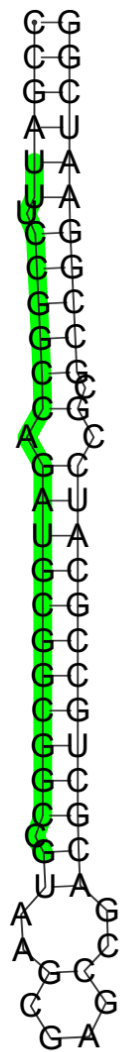

AAGTTCTGTGGTCCACTCTGGC   dre-miR-N45

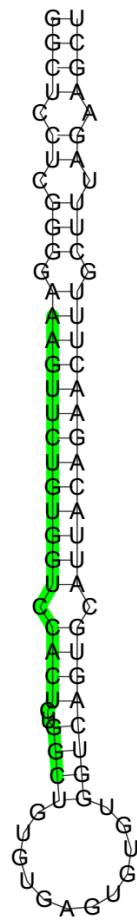

TATTGTTGTCCAAACTCGGTCC dre-miR-N46

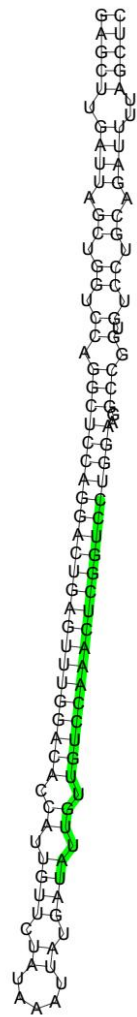

TTCACTGTGGCGGAAATGACCT

dre-miR-N47

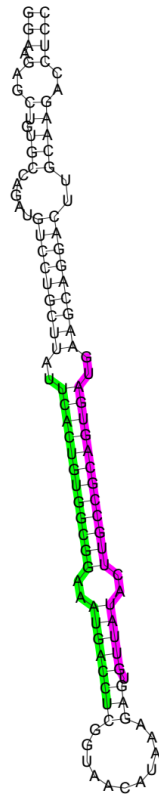

TCTGGTCCTGTCTTGGCTTAC dre-miR-N48

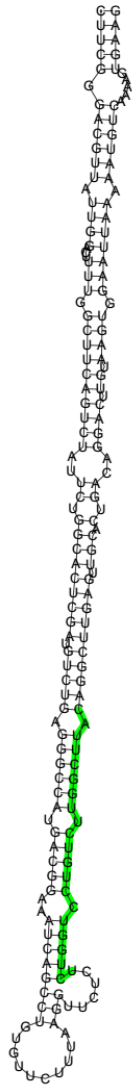

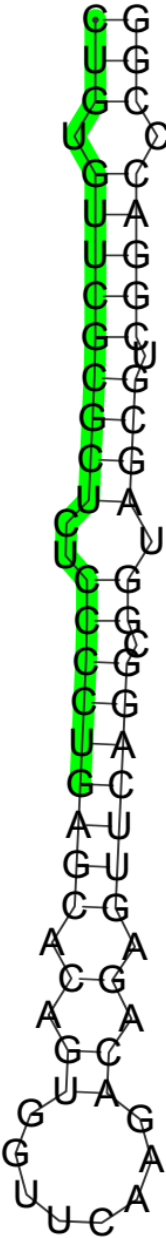

AGGGTTATGATTCTCGCT dre-miR-N50

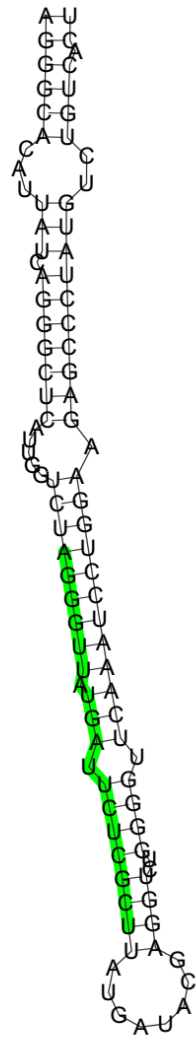

ACGCTTCTCTTGGCTGTCTGATT

dre-miR-N51

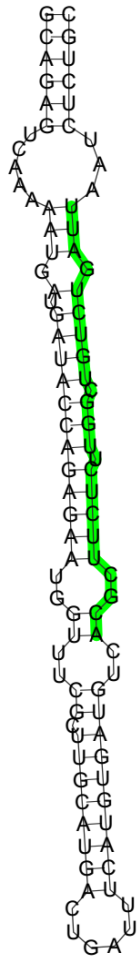

dre-miR-N52

dre-miR-N52

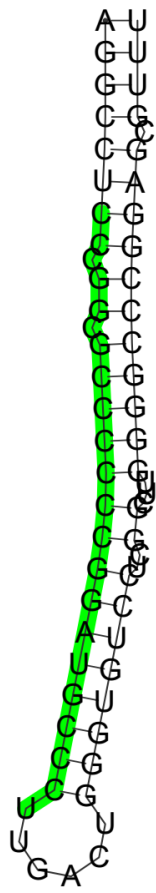

GATGCCATCGAACATTGCTGAT   dre-miR-N53

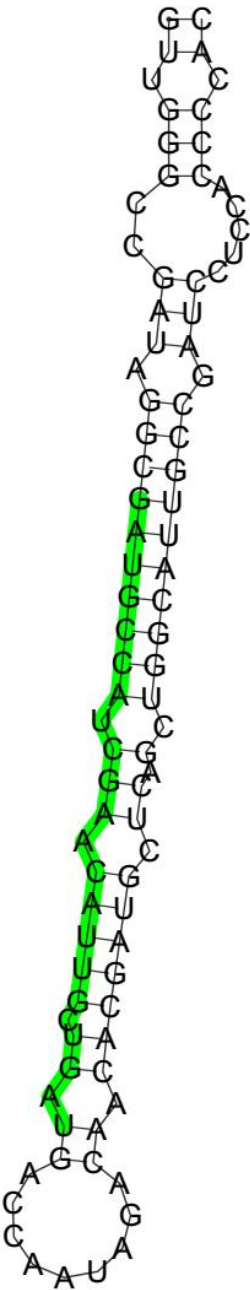

TAAGTCAGGGGTGTCTAAACT dre-miR-N54

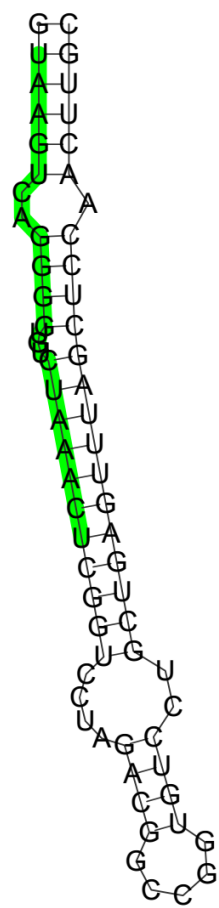

ACTGCTGATAAGCCTGTGGGGC dre-miR-N55

ATGACTCAAACCTTGAGGACTT dre-miR-N56

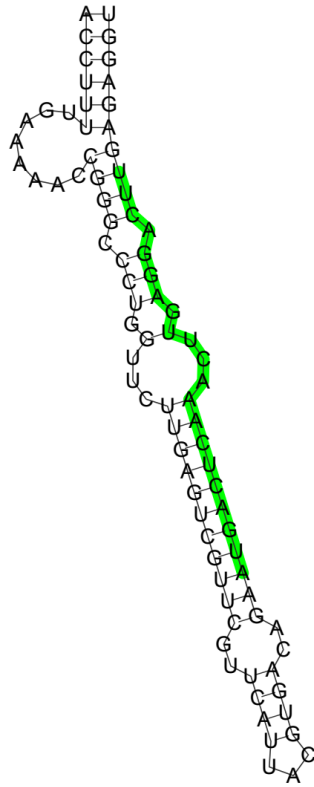

CAGTACACCGGACCTCCAGGA dre-miR-N57

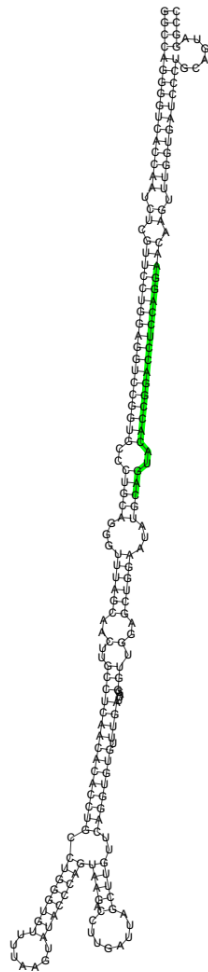

GTCACGGTGGCCGAGAGGTAA dre-miR-N58

[illegible]

AAGGCGTACCGAACTGAACCGT   dre-miR-N62

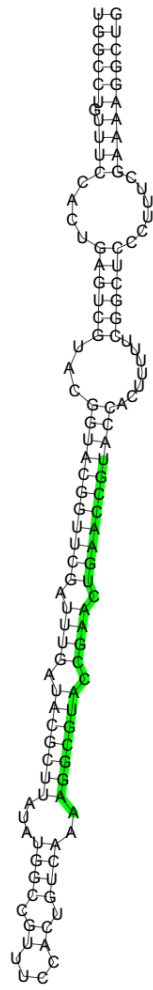

TACACGAGAACACCAGGACACAA dre-miR-N63

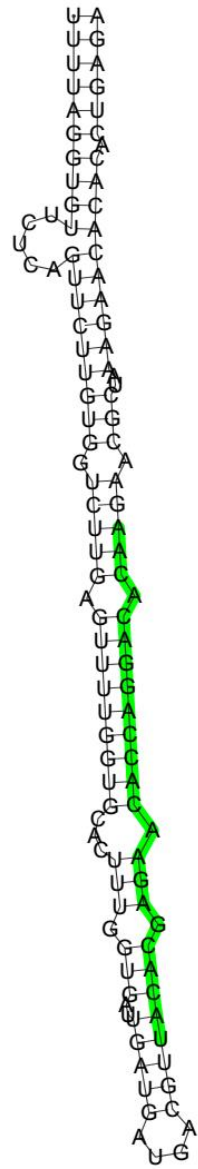

TATGAAAGTCAATGGTTACAC dre-miR-N64

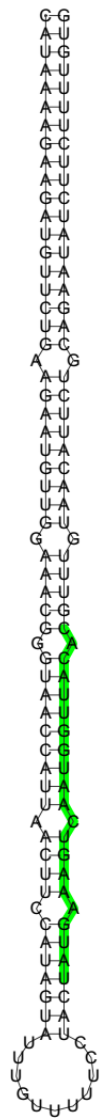

CAGATCCCGGACGAGCCCCCA dre-miR-N65

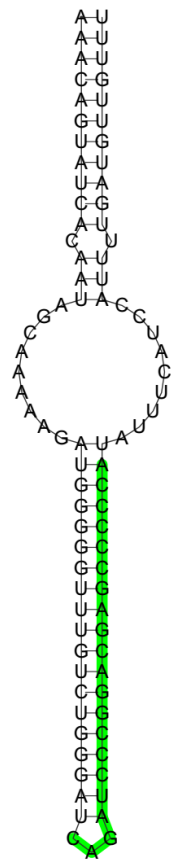

**Supplement:** S4 Table

How the deposited data were processed for this re-analysis (not part of the article)

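Small RNA was sequenced from ZF4 cells kept at 28°C (control, 3 libraries) and from ZF4 cells kept at 18°C for 30 days (cold acclimation, 3 libraries). The authors trimmed and filtered the 50-bp reads, aligned them to miRBase 22 with Bowtie2 2.3.0 and predicted further miRNAs with miRCat. The authors' table holds the reads of each miRNA in CPM, scaled to 1000000 miRNA reads per library, which the authors name TPM, for 349 known and 65 predicted miRNAs in 6 libraries. Each library sums to 1000000, so there is no length term. The values are whole multiples of the value of 1 read (largest deviation 0.0300 reads), and 81 to 97 values per library lie within the first 20 multiples. The values were analysed as normalized values. The read counts of the paper's S2 Table were used to check the totals, and no count test was run on them. The genome build behind the coordinates of the predicted miRNAs is not named in the paper's S3 Table, and how reads that match several miRNAs were counted is not given in the sources used here. No column of the table was left out, and no libraries had identical values (0 pairs).

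One read was worth 0.0668 to 0.0851 TPM, so a miRNA at 1.5 TPM rests on about 20 reads. All comparisons set the 3 cold acclimation libraries against the 3 control libraries, without pairing. log2(TPM + 1) was compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) for the 310 miRNAs with a mean above 1.5 TPM, and p-values were adjusted with the Benjamini-Hochberg method over these. An adjusted p under 0.01 marks a miRNA that rose or fell, and a fold change above 2.5 in addition marks a DE-miRNA, after the paper's thresholds. The fold was taken on log2(TPM + 1), which makes this cutoff stricter for miRNAs with few reads. Medians of libraries and shares of reads were compared with exact two-sided permutation tests, whose smallest p is 0.1, and shares of DE-miRNAs with Fisher's exact test. 27 lists of miRNAs were written before the deposited table was examined. 3 of them were copied from Fig 3C and 3D of the paper, which the study chose on these libraries. The paper's supplementary counts, of which the deposited values are a rescaling, may have been seen by then. The lists are therefore not known to be blind to the data. The 24 lists with at least 3 tested members were tested with camera, with a preset correlation of 0.01 and with an estimated one, at an adjusted p of 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

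The miRNAs named in the text were set by a rule written before the deposited values were examined, though after the paper's supplementary values had been seen. They are those the paper names or shows in Fig 3C and 3D, the 10 known miRNAs with the highest mean, the predicted DE-miRNAs, in each list the 2 with the smallest adjusted p and the most abundant one, and the 5 known miRNAs with the largest rise and fall. Other miRNAs are marked in the text as chosen after their values were seen.

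The test was tried on simulated data for 310 miRNAs, in 20 draws of 3 against 3 libraries. It called 95.3% of miRNAs with a log2 fold change of 2 at the adjusted p, 88.2% of those with a log2 fold change of 1.5, and 0.26% of the unchanged ones. With the fold change of 2.5 in addition it called 91.2%, 53.3% and 0%. The draws used independent normal noise with the residual spread of each miRNA. They held no counting error, no correlation between miRNAs and no library that stood apart. The rates are those of the test on its own model and need not hold in these data.

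The alternatives tried were other pseudocounts (0.1 and 5), the paper's clean reads as library sizes, no filter and a filter at 7.5 TPM, a replicate block, other thresholds, known miRNAs alone, and each library left out in turn. Median-of-ratios scaling, leaving dre-miR-100-5p and dre-let-7a out of the totals, and the fold change of the mean TPM were added after seeing the data. The qRT-PCR, transfection, viability and target gene data of the paper were not analysed here.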

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

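The tests of the level of the known miRNAs, of library depth and of a share of other cells for control replicate 3, and of the summed level of the miR-15/miR-16/miR-457 family were chosen after the results were seen; the test of a wrong label was set before.

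3 of the 10 known miRNAs with the highest mean level rose in cold acclimated cells. They were dre-miR-181a-5p (log2 fold change 0.34), dre-miR-181b-5p (0.48) and dre-miR-10c-5p (1.10). All 3 passed the adjusted p but not the fold change threshold. They are therefore not DE-miRNAs here, and the paper does not report them as DE-miRNAs either. With clean reads as library sizes, dre-miR-181a-5p and dre-miR-181b-5p had log2 fold changes of 0.034 and 0.18 and no longer passed the adjusted p.

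The median log2(TPM + 1) of the known miRNAs was higher in cold acclimation by 0.14, a difference that was not established (exact permutation test, p = 0.4). Cold acclimation replicate 3 had the lowest median of all libraries, 3.46. With dre-miR-100-5p and dre-let-7a left out of the totals the difference was -0.0050, so their fall may have left more of each library's total to the other miRNAs. Per 1000000 clean reads it was -0.14, and whether the lower total of miRNA reads against the clean reads lies behind it cannot be told apart from a change in the cells, since the exact test did not reach its smallest p. A change of the miRNAs with temperature stays open.

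Control replicate 3 had low dre-miR-143, dre-miR-145, dre-miR-199 and dre-miR-214, noticed after the values were seen, among 17 miRNAs lower and 7 higher by more than 1 (log2) than in the other controls. Its 14498780 miRNA reads lie within the range of the other libraries, which argues against depth. Of the 40 DE-miRNAs called without it, 32 (80%) lay nearer to the control mean in it, where a cold acclimation library under the wrong label would give at most 20%; the value sits exactly at the limit set beforehand against that explanation, and an outside sample stays open. Its difference from the other controls ranged over 3.86 (log2) among the 9 mesenchymal miRNAs, against a largest gap of 0.63 between the other controls, which argues against a share of cells that lack all of them alike. Other markers moved too: the 6 epithelial miRNAs differed by 0.016 to 0.93 (median 0.79), against a largest gap of 0.58 between the other controls (dre-miR-141-3p, the most abundant, at 65.0, 78.0 and 121 TPM in control replicates 1, 2 and 3), and the miR-430 family was lower (median -1.84), so a different mix of cells stays open. No other biological explanation was tested.

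Members of the miR-15/miR-16/miR-457 family changed in opposite directions. Their summed level rose from 6923 ± 898 to 16484 ± 2924 TPM (SD, n = 3 each; log2 ratio 1.25), which reads moved from one member to another would leave unchanged. Without dre-miR-16b the sum was 4572 ± 813 TPM in control cells and 5343 ± 542 TPM in cold acclimated cells. Reads shared between some members, and a change with temperature, stay open.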

How the results depend on the processing

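Median-of-ratios scaling, leaving dre-miR-100-5p and dre-let-7a out of the totals, and the fold change of the mean TPM were chosen after seeing the data. The 36 DE-miRNAs (20 known higher, 8 known lower, 3 predicted higher, 5 predicted lower), with 51 miRNAs that rose and 45 that fell, became 14 (8, 5, 0 and 1) with log2(TPM + 5), 94 (41, 28, 8 and 17) at a fold change above 1.5 and 96 (43, 28, 8 and 17) at the adjusted p alone, as a lower fold threshold must give more. With clean reads as library sizes there were 9 known higher, 15 known lower, 1 predicted higher and 10 predicted lower, and 32 rose and 77 fell. With log2(TPM + 0.1), 7 predicted were higher and 12 lower, with the fold change of the mean TPM 6 and 13, and above 7.5 TPM 3 were lower. Without dre-miR-100-5p and dre-let-7a, 13 known were higher and 9 predicted lower. With known miRNAs alone, 27 fell, since fewer miRNAs were tested. With 1 library left out there were 30 to 40 DE-miRNAs (13 to 21 known higher, 5 to 13 known lower, 2 to 4 predicted higher, 4 to 7 predicted lower), 24 to 68 rose and 18 to 67 fell. The odds ratio of predicted against known DE-miRNAs, 1.09, became 1.87 with clean reads and 1.67 with no filter (Fisher's exact test, p = 0.123 and 0.227), 2.84 with log2(TPM + 0.1) and with the fold change of the mean TPM, 5.72 above 7.5 TPM, 2.18 without dre-miR-100-5p and dre-let-7a, and turned to 0.280 with log2(TPM + 5) and 0.934 at an adjusted p of 0.05. The difference in level, 0.14, turned to -0.14 with clean reads and -0.0050 without dre-miR-100-5p and dre-let-7a, and was 0.052 with median-of-ratios scaling, 0.30 above 1.5 TPM and 0.028 to 0.29 with 1 library left out. The log2 fold change of dre-miR-21, 0.016, turned to -0.29 with clean reads, -0.074 with median-of-ratios scaling, -0.14 without dre-miR-100-5p and dre-let-7a, and, with 1 library left out, lay between -0.031 (without cold acclimation replicate 3) and 0.043. Of the lists not chosen by the study, 3 passed camera, 0 with an estimated correlation, and 2 to 3 with 1 library left out. Of 732 log2 fold changes of named miRNAs over the alternatives, 652 kept their direction and side of the threshold, 73 no longer passed, 3 newly passed and 4 turned. Where no construction is named, the cause was not tested.

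Deviations from the condition means had r of 0.015, 0.14 and 0.060 between libraries of the same replicate number. For different numbers r lay between -0.089 and 0.0091. The values with the same number were low but the highest, so a weak pairing stays open. With a replicate block there were 35 DE-miRNAs, 39 rose and 30 fell.

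The splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split gave 36 DE-miRNAs and 96 miRNAs that rose or fell (174 at an unadjusted p under 0.05), and the highest of the others 0 and 0 with limma, with at most 8 at an unadjusted p under 0.05; 1 of the 10 splits was as large in each. For the lists not chosen by the study the real split gave 3 and the highest other 5, with 6 of the 10 splits as large.

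Not run: the DESeq2 test and the edgeR and TMM alternatives, as no count test was run; the filter, block and scaling choices among them were run with limma. At 1.5 TPM, a miRNA rests on about 20 reads, and fold changes there depend on the pseudocount.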

Differences from the paper's values

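The fold change of the mean TPM, median-of-ratios scaling and leaving dre-miR-100-5p and dre-let-7a out of the totals were chosen after seeing the values. The other alternatives were set before the deposited table was examined, though the paper's supplementary values may have been seen by then. At the paper's thresholds the paper counts 5 predicted DE-miRNAs higher and 14 lower in cold acclimation, against 3 and 5 here. Of the 15 alternatives set beforehand, the higher count comes within 1.5 times the paper's, on either side, with log2(TPM + 0.1) (7), without control replicate 1 and without control replicate 2 (4 each), and the lower count with log2(TPM + 0.1) (12), clean reads as library sizes (10), a fold change above 1.5 and the adjusted p alone (17 each). The fold change of the mean TPM, chosen after seeing the values, gave 6 and 13 and drops 0 of the paper's 28 known DE-miRNAs. The other alternatives did not close either gap.

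The paper's S5 Table gives log2 fold changes (as log2 of its fold) that differ from those here for dre-miR-100-2-3p (the paper's 1.94, here 1.57), dre-miR-7148-5p (the paper's -2.09, here -1.60), dre-miR-338-5p (the paper's 1.81, here 1.18) and dre-miR-363-3p (the paper's 2.62, here 1.75), each closed by log2(TPM + 0.1) alone among the alternatives set beforehand. A difference was counted where the signs differed or the gap exceeded 1 standard error, and as closed where neither held. For dre-miR-124-4-5p the paper's is 5.02 and here 3.11. No alternative set beforehand closed it, and log2(TPM + 0.1) gave 4.69. For dre-miR-155 the paper's is 1.49 and here 1.20, closed by log2(TPM + 0.1) and without control replicate 2, cold acclimation replicate 1 or cold acclimation replicate 2. For dre-miR-7146-3p the paper's is -1.56 and here -1.29, closed by log2(TPM + 0.1), clean reads, and without control replicate 1 or 2 or cold acclimation replicate 1 or 2, and by median-of-ratios scaling and leaving out dre-miR-100-5p and dre-let-7a, both chosen after seeing the values. For dre-miR-146b the paper's is -1.76 and here -1.43, closed by log2(TPM + 0.1), clean reads, and without control replicate 2 or 3 or cold acclimation replicate 2, and by leaving out dre-miR-100-5p and dre-let-7a, chosen after seeing the values. For dre-miR-21 the paper's is -0.039 and here 0.016, a gap within the standard error of 0.072 that was counted for its sign alone. It was closed without cold acclimation replicate 3 and by median-of-ratios scaling, chosen after seeing the values. The log2 ratio of mean TPM, chosen after seeing the values, was 2.00, -2.01, 1.91, 2.71, 5.10, 1.52, -1.48, -1.66 and 0.017 for these 9 in the order given. For all but dre-miR-21 this ratio lay nearer to the paper's value than the log2 fold change here. For those miRNAs most of the gap thus lay in how the fold change was taken. The calls drop 3 of the paper's known DE-miRNAs, dre-miR-155, dre-miR-338-5p and dre-miR-7146-3p, which log2(TPM + 0.1) and the fold change of the mean TPM call.

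The paper states that expression was higher after cold acclimation and that the predicted miRNAs varied more than the known ones. Here the median level differed by 0.14 (exact p = 0.4), and the odds ratio of predicted against known DE-miRNAs was 1.09 (Fisher's exact test, p = 0.829), with 2.84 at log2(TPM + 0.1) (p = 0.0022). The lengths of the predicted mature miRNAs in the paper's S3 Table run from 18 to 23 nt, 1 nt below the text's range at both ends.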

Other observations

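The comparison of the arms of each hairpin was chosen after the results were seen.

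Both arms of a hairpin tended to move together. Over 54 hairpins with both arms tested, the Pearson r of their log2 fold changes was 0.60 (permutation test, p = 0.00001, the smallest that 100000 resamples give; Spearman 0.59; 0.53 without the 2 farthest), and 22 of the 27 hairpins with either arm past the threshold had the same sign. This may come from a change in the amount of the hairpin; hairpins are not independent replicates.

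In the miR-10 family 1 of 4 tested members rose (1 when adjusted over the list alone; 3 rose and 1 fell without control replicate 3; adjusted p = 0.444 from camera), and in the miR-130/miR-301/miR-454 family 1 of 8 rose (0 when adjusted over the list alone; 2 rose without control replicate 2, 2 rose and 3 fell without control replicate 3, and 0 rose or fell with any other library left out; adjusted p = 0.723). Of the inflammation-responsive miRNAs 1 of 4 rose and 1 fell (the same when adjusted over the list alone; 0 fell without cold acclimation replicate 1 or 3; adjusted p = 0.851). In the miR-29 family (3 tested), the miR-221/miR-222 cluster (5) and the miR-430 family (4), 0 rose or fell, also when adjusted over the list alone (adjusted p = 0.723, 0.891 and 0.269 from camera; 0, 1 and 2 members at an unadjusted p under 0.05 from limma). Of the miR-430 family, 1 rose without control replicate 2 or 3; dre-miR-430a-3p had 13.6, 17.2 and 2.35 TPM in control replicates 1, 2 and 3. Of the miR-221/miR-222 cluster, 1 fell without control replicate 3. With clean reads as library sizes, 3 of the miR-130/miR-301/miR-454 family fell and 1 each of the miR-29 family, the miR-221/miR-222 cluster and the neural miRNAs. In scalings chosen after seeing the data, 1 of the miR-130/miR-301/miR-454 family rose and 3 fell, and 1 neural miRNA fell, with median-of-ratios scaling, and with dre-miR-100-5p and dre-let-7a left out of the total 1 of that family fell and 0 liver and gut miRNAs rose. Without control replicate 3, 1 neural and 1 muscle miRNA fell and 1 blood and endothelial miRNA rose. Of miRNAs typical of other cell types, 0 of 6 epithelial, 0 of 1 muscle, 0 of 7 neural and 0 of 2 blood and endothelial miRNAs rose or fell, also when adjusted over the list alone (1, 1, 2 and 1 at an unadjusted p under 0.05 from limma), and of 4 liver and gut miRNAs dre-miR-192 rose (1 when adjusted over the list alone, 0 with clean reads as library sizes and without control replicate 1 or 2 or cold acclimation replicate 1 or 2). The adjusted p from camera was 0.616 for the epithelial, 0.966 for the neural and 0.444 for the liver and gut miRNAs; the other lists have under 3 tested members.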
